# *ZNF350* promoter methylation accelerates colon cancer cell migration

**DOI:** 10.18632/oncotarget.26353

**Published:** 2018-12-04

**Authors:** Hiroki Tanaka, Yuki Kuwano, Tatsuya Nishikawa, Kazuhito Rokutan, Kensei Nishida

**Keywords:** DNA methylation, EMT, cell migration, *ZNF350*, colon cancer cells

## Abstract

Diversification of transcriptomic and epigenomic states may occur during the expansion of colorectal cancers. Certain cancer cells lose their epithelial characters and gain mesenchymal properties, known as epithelial-mesenchymal transition (EMT), and they aggressively migrate into the non-tumorigenic extracellular matrix. In this study, we isolated a subpopulation with accelerated baseline motility (MG cells) and an immotile one (non-MG cells) from a colon cancer cell line (HCT116). Gene expression signatures of the MG cells indicated that this subpopulation was likely an EMT hybrid. The MG cells substantially lost their migratory properties after treatment with a methyltransferase inhibitor, 5-azacytidine, suggesting a role of DNA methylation in this process. Global transcriptome assays of both types of cells with or without 5-azacytidine treatment identified 640 genes, whose expression might be methylation-dependently down-regulated in the MG cells. Global methylation analysis revealed that 35 out of the 640 genes were hyper-methylated in the MG cells. Among them, we focused on the anti-oncogene ZNF350, which encodes a zinc-finger and BRCA1-interacting protein. Notably, ZNF350 knockdown accelerated migration of the non-MG cells, while overexpression of ZNF350 in the MG cells significantly impaired their migration. Finally, pyrosequence analysis together with dual luciferase assays of serially truncated fragments of the ZNF350 promoter (-268 to +49 bp) indicated that three hyper-methylated sites were possibly responsible for the basal promoter activity of ZNF350. Taken together, our results suggest that hyper-methylation of the ZNF350 proximal promoter may be one of the crucial determinants for acquiring increased migratory capabilities in colon cancer cells.

## INTRODUCTION

Malignant transformation of cancer cells represents the acquisition of specific capabilities including uncontrolled proliferation, resistance to apoptosis, increased migration, and aggressive invasion. These phenotypic alterations imply changes in numerous cell signaling pathways and are mainly acquired after alterations of the cell genome. Tumor cells can adapt to changes in microenvironments, resulting in having heterogeneous subpopulations. As a consequence, certain tumor cells lose their epithelial characters and gain mesenchymal properties, described as epithelial-mesenchymal transition (EMT) [1, 2], and they aggressively migrate into the non-tumorigenic extracellular matrix. Cell migration plays a pivotal role during invasion and metastasis in various types of tumors [1]. Recent studies suggest that epigenetic mechanisms, such as changes in DNA methylation status, are involved in this transition [3].

The DNA methyltransferase catalyzes the addition of a methyl group on to the cytosine residue in the 5′ position of a cytosine-guanine (CG) dinucleotide, leading to the formation of 5-methylcytosine [4]. These CG dinucleotides, also known as CpGs, are distributed in islands, particularly concentrated in the promoter regions of various genes. In humans, about 50–70% of genes have a promoter rich in CpG islands [5]. The methylation of CpG islands plays an important role in gene regulation and usually results in transcriptional repression. Moreover, there are at least three major CpG methylation-dependent mechanisms that are involved in oncogenesis. The first is hypo-methylation of the cancer genome, resulting in the activation of putative oncogenes and genome instability [6]. The second is focal hyper-methylation in the promoters of tumor suppressor genes, thus inactivating their transcription. This mechanism is highly prevalent and well-illustrated by the hyper-methylation of the promoters of *RB1* in retinoblastoma [7], of the *MLH1* promoter in colon cancer [8, 9], and of the *BRCA1* promoter in breast cancer [10]. The third mechanism is direct mutagenesis. Methylated CpG sites are hotspots for C to T transition mutations. Furthermore, the methylation of CpG islands facilitates the binding of chemical carcinogens and increases the risk of UV-induced mutations [11]. Although the function and downstream effects of CpG methylation are widely accepted, the role of this process in heterogeneous subpopulations of cells with regards to the increased migratory properties of certain cells is largely unknown.

In this study, we purified a subpopulation of cells from the colon cancer cell line HCT116, which had high migration capacity. Separation and purification of these cells were performed using a transwell apparatus, a classical chemotactic assay initially described by Boyden [12]. Gene expression signatures indicated that this subpopulation was an EMT hybrid. We employed global DNA methylation and pyrosequence analyses, and found that this hybrid possessed hyper-methylated CpG sites in the proximal promoter of *ZNF350* encoding zinc finger protein 350 (ZNF350/ZBRK1). We show here that hyper-methylation of the *ZNF350* promoter may be one of the crucial determinants for acquiring increased migratory capabilities in colon cancer cells.

## RESULTS

### Selection and characterization of a subset of HCT116 cells with a highly motile phenotype

To investigate the role of DNA methylation in the acquisition of enhanced migratory capabilities in colon cancer cells, we isolated two subpopulations of HCT116 cells, one that had accelerated baseline motility and another that was largely immotile, using the transwell migration assay system (Figure 1A). After cell enrichment with repetitive migration assays, the cells that migrated (MG cells) exhibited a distinctly higher migratory capacity than the cells that did not migrate (non-MG cells) (Figure 1B). There was no difference in their growth rate (Figure 1C), indicating that the difference in migration of the cell subpopulations was independent of their mitogen activity.

**Figure 1:**
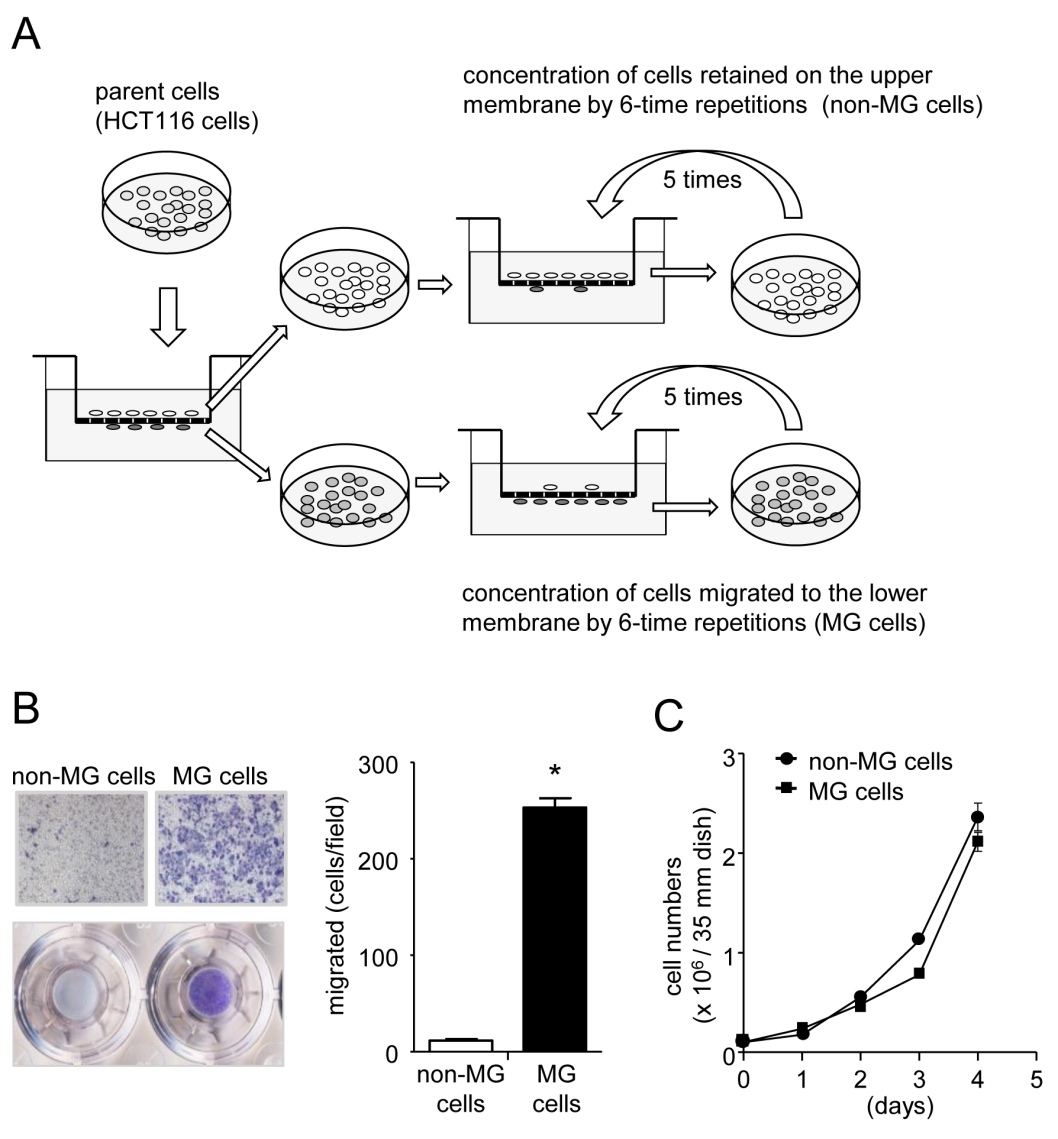
Preparation of highly motile and immotile subpopulations of HCT116 cells **(A)** Schematic representation of the methods used for the isolation and enrichment of the highly motile and immotile cell populations. HCT116 cells were seeded in serum-free media on the upper membrane of a Boyden chamber and allowed to migrate towards media containing 10% of FBS in the lower chamber. After incubation for 48 h, cells remaining on the upper membrane (non-MG cells) or cells migrating to the lower side of the membrane (MG cells) were collected. Both types of cells were separately cultured in 10% FBS-containing media. The cells were enriched by repeating the same procedure five times. **(B)** Purified MG cells or non-MG cells were seeded in serum-free media on the upper membrane of a Boyden chamber and allowed to migrate towards media containing 10% of FBS in the lower chamber. After incubation for 24 h, migrating cells were subjected to Diff-Quick staining. The numbers of migrating cells were counted. Values represent the means ± SD (n = 4). ^*^P < 0.01, unpaired Student’s *t*-test. **(C)** The growth rates of the MG and non-MG cells in the 10% FBS-containing medium for the indicated times. Data are presented as the means ± SD (n = 4).

### Gene expression signatures in MG cells

To determine the mechanism underlying the observed increase in migration of the MG cells compared with that of the non-MG cells, we analyzed their gene expression profiles using a whole human genome microarray (Agilent Technologies, Santa Clara, CA, USA). 

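RNA of the MG and non-MG cells was hybridized to 4 one-colour arrays of 1 slide. HCT116 is a human colorectal carcinoma cell line, and the MG and non-MG cells are its subpopulations that did or did not cross the membrane of the migration chamber. Each subpopulation had been treated with 5 µM 5-azacytidine, an inhibitor of DNA methyltransferases, or with vehicle for 48 h, and 400 ng of RNA was labelled per array. Each condition has 1 array, so there are no replicates and no test between conditions. The authors deposited the scanner output of each array, with a background-corrected intensity for every spot, and a table of their own log2 values. Here the log2 of this intensity was reduced by the 75th percentile of its array, the spots of a probe and the retained probes of a gene were averaged, and a gene was counted as changed past 1.5-fold. The text of the paper names no fold threshold. Of 50594 probes, 21882 were well above background on the array of non-MG cells with vehicle, 21718 on that of non-MG cells with 5-azacytidine, 21687 on that of MG cells with vehicle and 21384 on that of MG cells with 5-azacytidine. The 75th percentile of intensity was 87.0, 75.2, 98.7 and 96.4 on these arrays, and the lowest intensity of a probe well above background lay between 9.95 and 11.8. No spot was saturated. Probes spotted 10 times on each array had a median SD between spots of 0.59 at log2 intensities from 2 to 3, and of 0.05 above 10. This spot error covers spotting and scanning only, not differences between cultures or labellings. In arrays simulated with this error, 930 of 5409 unchanged genes with log2 intensities below 5 passed 1.5-fold, compared with 9 of 13310 brighter genes. A probe that is not well above background on an array has only a bound there. Its ratio is then given as at least the brighter signal over the lowest signal well above background on the dimmer array, or over the probe's own signal there where that is higher. Neither form allows for spot error, and the second is the ratio as computed. The 4 arrays limit the precision of every ratio.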

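With vehicle, 1558 of 18919 genes were higher and 2387 were lower in the MG cells than in the non-MG cells past 1.5-fold, 3945 in total. Both arrays were well above background for 942 of the higher and 1421 of the lower genes. For 114 of the higher and 243 of the lower genes, neither array was. The counts moved with the background correction, the filter and the threshold. With normexp correction and an offset of 50, 488 genes were higher and 340 lower, and with no filter 3425 were higher and 6436 lower. Centring each array on its median in place of the 75th percentile turned the balance, with 2985 genes higher and 1449 lower. This median of all probes lay between 6.90 and 7.47 in intensity, under the lowest signal well above background. Median centring thus aligns the arrays on signals near background. The comparison of the same cells after 5-azacytidine uses the other 2 arrays. There, 644 of the 1558 higher genes were higher again past 1.5-fold, compared with 134 shared by independent lists of these sizes, and 1093 of the 2387 lower genes were lower again, compared with 293. Among genes well above background on all 4 arrays, the largest rises were those of LCN2, MIA, APOBEC3G, ANXA8L1 and TM4SF1, with log2 ratios from 2.27 to 3.34. The largest falls with a gene name were those of DHRS2, ANXA10, VASN and ANKRD37, with log2 ratios from -3.47 to -2.54. VASN has 1 spot, which was low on the array of MG cells with vehicle alone.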

We found that 4,178 genes in total were differentially expressed; the MG cells up-regulated 1,800 genes and down-regulated 2,378 genes, compared to the non-MG cells. An Ingenuity Pathway Analysis (IPA; Qiagen, Hilden, Germany) of the 4,178 differentially expressed genes ranked significantly affected molecular and cellular functions as follows: 1) Cell Death and Survival (283 molecules, *P* = 2.88E-03 – 2.18E-05), 2) Cellular Function and Maintenance (179 molecules, *P* = 2.70E-03 – 2.97E-05), 3) Molecular Transport (170 molecules, *P* = 2.79E03 – 5.82E-05), 4) Cellular Movement (213 molecules, *P* = 2.08E-03 – 6.05E-05), and 5) Cellular Compromise (41 molecules, *P* = 2.08E-03 – 6.05E-05). At the same time, we focused on the expression of four genes encoding E-cadherin (*CDH1*), vimentin (*VIM*), zinc finger E-box binding homeobox 1 (*ZEB1*), and SNAIL protein (*SNAIL*), which are known to encode protein markers that play a crucial role in migration-related functions [1]. Using IPA, we selected 17 genes connected to the four genes (*CDH1*, *VIM*, *ZEB1*, and *SNAIL*) from 213 differentially expressed, cellular movement-related genes and we built a functional network as shown in Figure 2A. 

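Beyond the genes that the text names, Figure 2A shows SPARC, WNT3A, CTGF and VTN in the color of up-regulated genes. The log2 ratio of MG over non-MG cells with vehicle was 0.66 for SPARC (spot error 0.09) and 0.66 for WNT3A (spot error 0.15). For CTGF, listed under its current symbol CCN2, it was 0.22 (spot error 0.38). VTN was well above background in the non-MG cells and not in the MG cells, which makes it at least 1.26-fold lower in the MG cells. On the log2 scale this bound is -0.33, beside a median SD between spots of 0.32 at log2 intensities from 3 to 4. A fall of VTN is therefore not certain. Of the 12 genes that the text names beside the 4 markers, 10 had a retained probe. Of these, 4 passed 1.5-fold in the direction of the text, 5 did not pass it and 1 passed it in the other direction.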

Figure 2A also shows functional connections of the 17 and 4 (*CDH1*, *VIM*, *ZEB1*, and *SNAIL*) genes to EMT, Migration of Cancer Cells, and Invasion of Tumor Cell Lines. 

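ZEB1 was measured by 2 probes, with log2 ratios of MG over non-MG cells of 1.31 and 0.79 and a mean of 1.05 (spot error 0.22). The dimmer probe was not well above background in the non-MG cells with vehicle, and for it the MG cells were at least 1.70-fold higher. One DCLK1 probe had a log2 ratio of 2.96, and for another the MG cells were at least 1.29-fold higher. The remaining DCLK1 probes were not well above background on any array. Both TGM2 probes were higher in the MG cells, by 0.91 and 1.42 on the log2 scale. ECM1 was not well above background in the non-MG cells with vehicle. Over its own signal there it was 1.98-fold higher in the MG cells, with a spot error of 0.38 on the log2 scale. TWIST1 had a log2 ratio of -0.30 (spot error 0.18) for its retained probe. The bright IGF2 probe had a log2 ratio of -0.30 as well, while the dim IGF2 probe was not well above background in either cell type with vehicle.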

As shown in Figure 2A, *ZEB1* mRNA expression was up-regulated in association with up-regulation of many of its activator genes (e.g., *TWIST1*, *ECM1*, *IGF2*, *DCLK1*, and *TGM2*) in the MG cells. 

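The VIM probe was well above background on all 4 arrays, with a log2 ratio of MG over non-MG cells of 1.39 with vehicle (spot error 0.15). The MSX2 probe was not well above background on any of the 4 arrays, so no ratio is given for it. HOXA7 had a log2 ratio of 0.29 (spot error 0.09).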

*VIM* expression was also increased along with its associated activator gene (*MSX2*), while its inhibitor gene (*HOXA7*) was down-regulated. In contrast, *CDH1* expression was unchanged in spite of the up-regulated expression of *C1ORF61* and *MIA*, two inhibitory factors of this gene. 

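CDH1, measured by 1 probe that was well above background on all 4 arrays, had a log2 ratio of MG over non-MG cells of -0.66 (spot error 0.09), which is 1.58-fold lower in the MG cells. With each array centred on its median, the ratio was -0.47 and did not pass 1.5-fold. With normexp correction it was -0.55, also short of 1.5-fold, and with quantile normalization it was -0.70. MIA had a log2 ratio of 3.02 (spot error 0.14). No probe was matched to C1orf61, which is now listed as MIR9-1HG, and it was not analysed here.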

For *SNAIL1*, its activator genes (*MAPK1* and *AGAT5*) were down-regulated, while its inhibitors (*LOXL2* and *FOXO3*) were up-regulated. However, there was no change in the expression of this gene in the MG cells. 

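SNAI1, the gene of SNAIL, had a log2 ratio of MG over non-MG cells of -0.38 (spot error 0.09), within 1.5-fold. Figure 2A shows MARK1 and MGAT5 among the down-regulated genes. MARK1 was not well above background on any array, and MGAT5 had a mean log2 ratio of 0.10 (spot error 0.14). LOXL2 had a log2 ratio of -0.25 (spot error 0.07). The 3 probes of FOXO3 had log2 ratios of -0.85, -0.49 and -0.43, with a mean of -0.59 (spot error 0.06).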

Notably, the mRNA expression changes of these four marker genes were confirmed by qPCR (Figure 2B); the MG cells significantly increased *ZEB1* and *VIM* mRNA levels, while *CDH1* and *SNAIL* mRNA levels were not changed in the cells, compared with those in the non-MG cells. These data suggested that the MG cell subpopulation was composed of EMT intermediates. This phenotype also appeared to be stable, as the migratory capabilities and the EMT marker gene expression of the MG and non-MG cells stayed the same even after five passages under standard cell culture conditions (Supplementary Figure 1).

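Lists of epithelial and mesenchymal genes, drawn up before the data were examined, were compared between the MG and non-MG cells with vehicle. All 26 epithelial genes were retained, 7 of them lower and 1 higher past 1.5-fold in the MG cells, and their median log2 ratio was -0.32. This median lay at percentile 0 of 10000 random lists of the same size and mean expression. With median centring of the arrays it was -0.12. Of 32 mesenchymal genes, 17 were retained, 7 of them higher and 2 lower past 1.5-fold. For 2 of the 7, CDH2 and TGFBI, neither array with vehicle was well above background, so no ratio is given for them. The median log2 ratio of the 17 retained genes as computed was 0.0014, at percentile 60.3 of the random lists. The percentiles describe these arrays and are not a test between conditions. The paper reasons that increased ZEB1 and VIM mRNA together with unchanged CDH1 and SNAIL mRNA is a mixed pattern, and proposes from it that the MG cells were EMT intermediates.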

**Figure 2:**
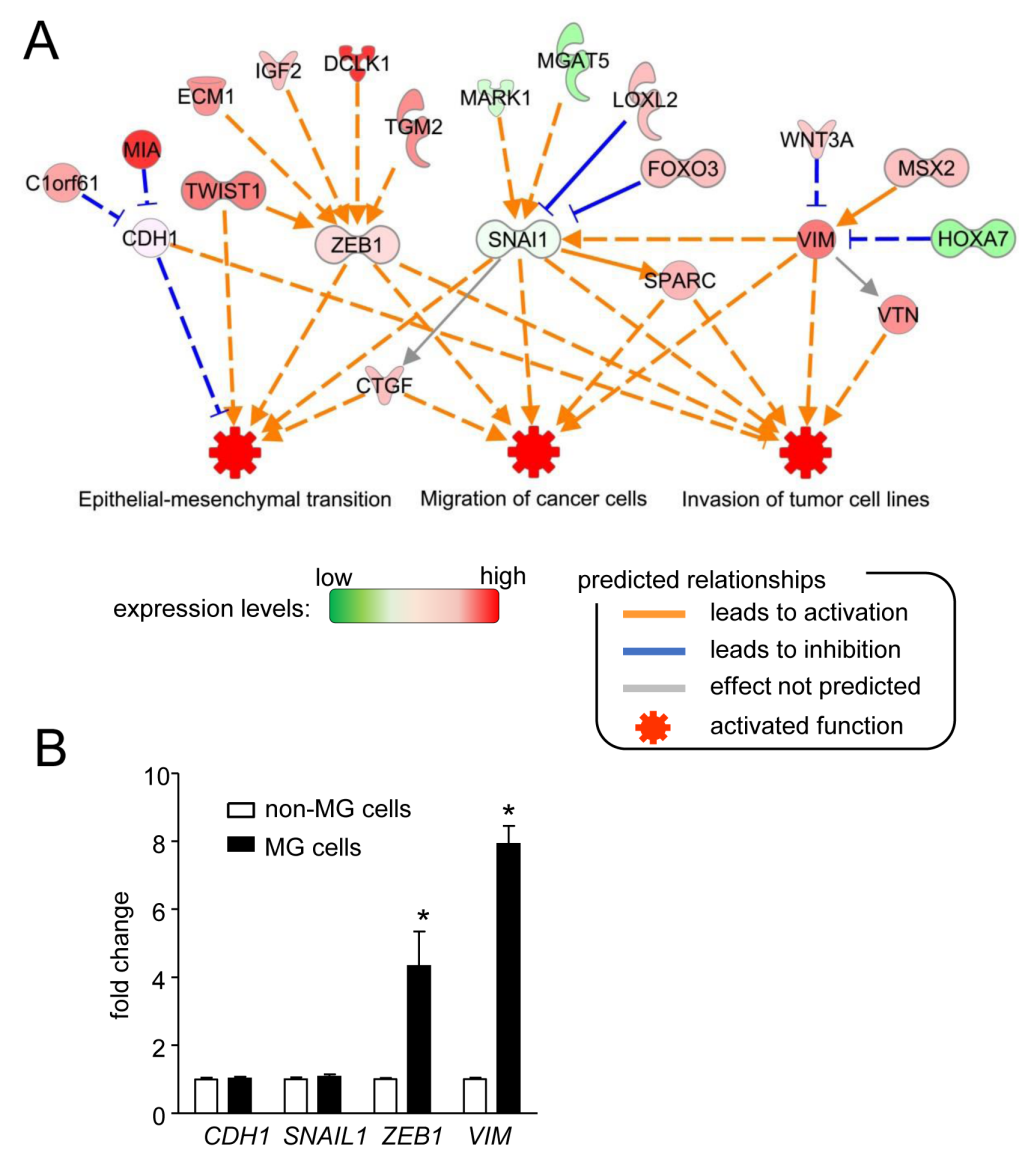
Gene expression signatures of the MG cells **(A)** Ingenuity pathway analysis (IPA) of functional networks related to epithelial-mesenchymal transition (EMT), migration of cancer cells, and invasion of tumor cell lines, focusing on four major EMT marker genes (*CDH1*, *ZEB1*, *SNAIL1*, and *VIM*). Up-regulated and down-regulated genes in the MG cells are shown in red and green, respectively. **(B)** *CDH1*, *SNAIL1*, *ZEB1,* and *VIM* mRNA levels in the MG and non-MG cells were assayed by qPCR. mRNA expression in the MG cells was calculated with the comparative ΔΔCt method using *GAPDH* mRNA as an endogenous quantitative control and are expressed as the relative changes compared to their expression in control non-MG cells. Data are presented as the means ± SD (n = 4). ^*^P < 0.05, unpaired Student’s *t*-test.

### Comparison of DNA methylation profiles between the MG and non-MG cells

To evaluate the possible role of DNA methylation in the observed changes in gene expression and the subsequently increased migration in the MG cells, we first examined the effects of a methyltransferase inhibitor, 5-azacytidine, on cell migration, and found that treatment with 5-azacytidine significantly reduced the migration of both MG and non-MG cells (Figure 3). Particularly, the MG cells completely lost their property of accelerated migration.

**Figure 3:**
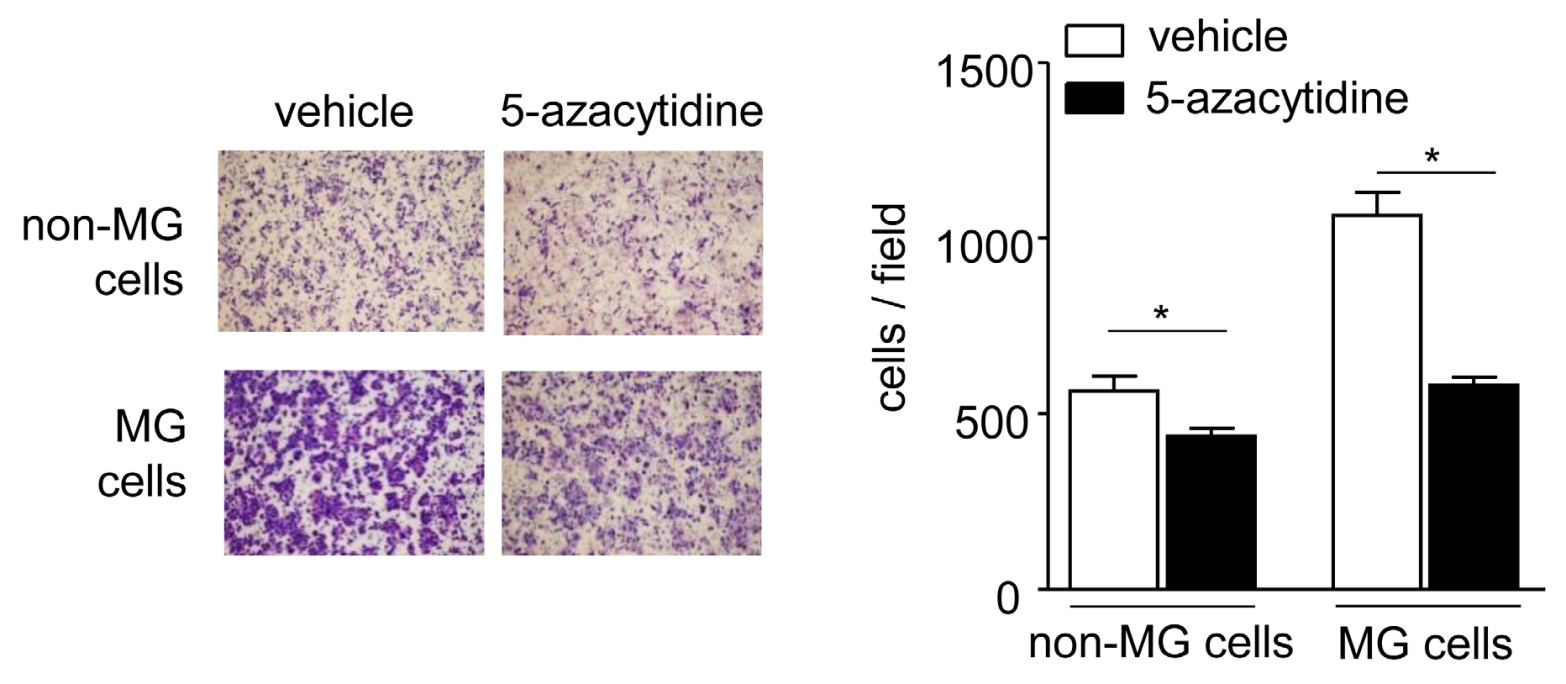
Effects of 5-azacytidine treatment on cell migration The MG and non-MG cells were treated with 5 μM 5-azacytidine for 48 h in 5% FBS-containing medium, and then they were seeded in 5% FBS-containing medium on the upper side of a transwell chamber and allowed to migrate towards 10% FBS-containing medium in the lower chamber. After incubation for 24 h, migrating cells were subjected to Diff-Quick staining (left panels) and counted (right panel). Data are presented as the means ± SD (n = 4). ^*^P < 0.05, unpaired Student’s *t*-test.

Based on these results, we then compared global methylation profiles between the MG and non-MG cells using the Infinium HumanMethylation450 BeadChip platform (450K; Illumina Inc., San Diego, CA, USA). The DNA methylation levels of the CpG sites on the array were analyzed using the GenomeStudio Methylation Module v1.9.0 (Illumina) with a *P* < 0.05 cut-off threshold. Of the 485,068 sites with significant signals, 8,150 sites were differentially methylated in the MG cells compared to the non-MG cells (Figure 4A). These data were assessed using β-values that represent the percentage of methylation, which ranged from 0 (completely unmethylated) to 1 (fully methylated). This was also conducted using the GenomeStudio methylation software after color balance adjustment and background corrections in the same chip. Among the 8,150 differentially methylated CpG sites in the MG cells, 5,580 sites were distributed in 3,776 annotated genes (1,878 CpG sites in 1,537 genes were hyper-methylated, while 3,702 sites in 2,618 genes were hypo-methylated) (Figure 4A). The genomic distribution of the 8,150 differentially methylated CpG sites regarding their respective location to genes and CpG context are shown in Figure 4B and Figure 4C, respectively. Twenty-five percent of the differentially methylated sites were located in the promoter regions, and 13% and 27% of them were distributed in the CpG islands and shores, respectively.

**Figure 4:**
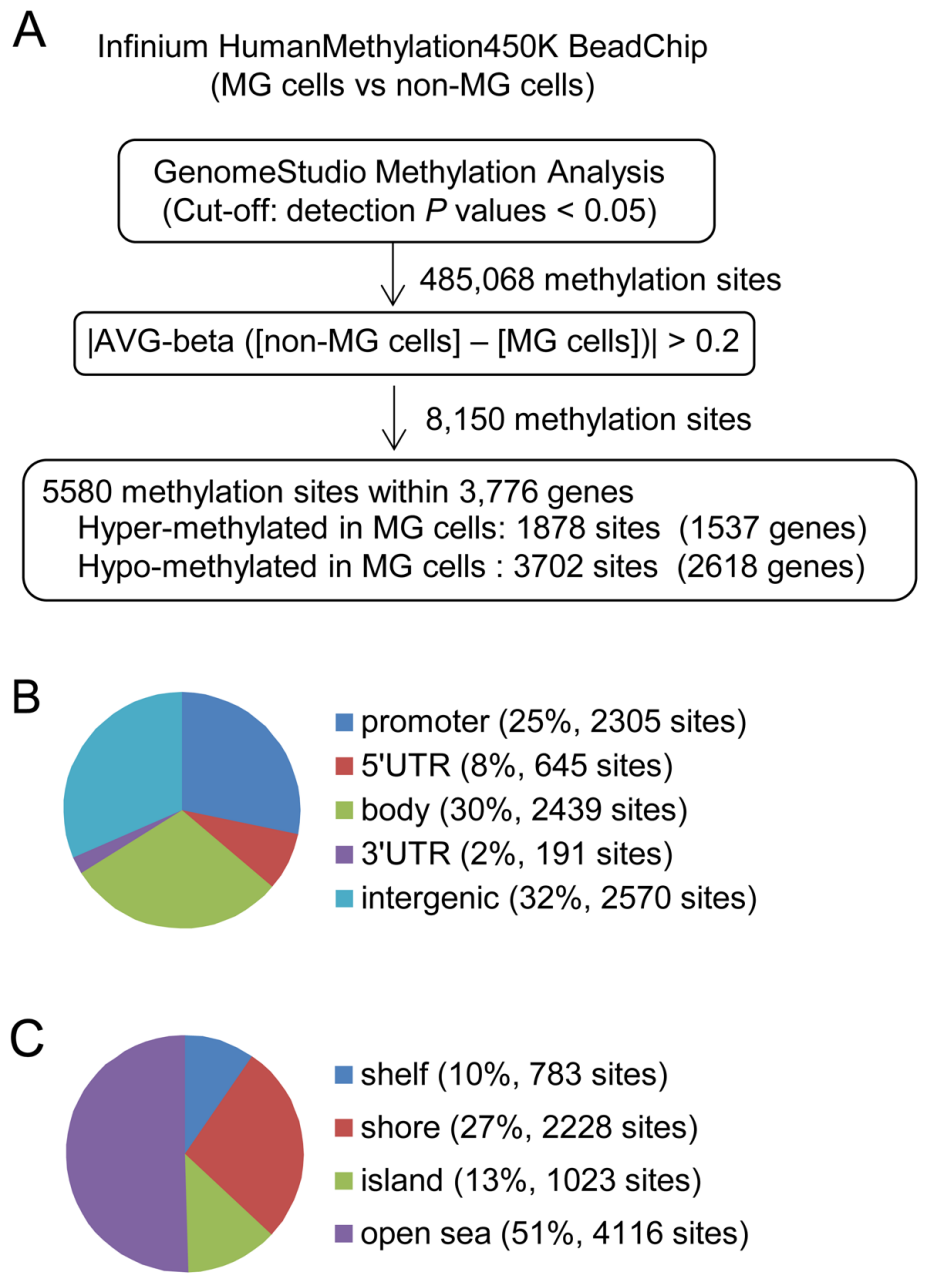
Analysis of the differentially methylated CpG sites between MG and non-MG cells **(A)** Flow chart of the processes used to identify differentially methylated CpG sites between the MG and non-MG cells. **(B)** Pie chart shows the distribution of the 5,580 differentially methylated CpG sites in the following functional genomic groups: promoter, 5’UTR, body, 3’UTR, and intergenic. Percentages and CpG counts are indicated in parentheses. **(C)** Pie chart shows the distribution of the 5,580 differentially methylated CpG sites over CpG islands, CpG shores, CpG shelves, and open sea. Percentages and CpG counts are indicated in parentheses.

### Methylation-dependent down-regulation of gene expression in MG cells

Our data indicate that the expression of 2,378 genes was significantly down-regulated in the MG cells compared to that in the non-MG cells, while treatment with 5-azacytidine up-regulated the expression of 1,552 genes in the MG cells. 

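In the MG cells, 5-azacytidine raised 1442 genes and lowered 1206 genes past 1.5-fold. Both arrays were well above background for 560 of the raised and 405 of the lowered genes. With normexp correction and the same threshold, 245 genes were raised. Among genes well above background on all 4 arrays, the largest rises with a gene symbol were those of CXCL2, CXCL1 and CTAG1A, with log2 ratios of 4.60, 4.53 and 4.29. TXLNG and SNORA70F fell most, with log2 ratios of -2.48 and -2.43. Each has 1 spot, which deviated on 1 array alone, low for TXLNG in the MG cells with 5-azacytidine and high for SNORA70F in the MG cells with vehicle.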

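The list of genes lower in the MG cells with vehicle and the list of genes raised by 5-azacytidine in the MG cells had 577 genes in common. Independent lists of these sizes would share 182. Both comparisons use the array of MG cells with vehicle, so a signal that is low on that array by chance moves a gene into both lists. In 100 simulated sets of arrays with no change and with spot error alone, a median of 165.5 genes were shared (range 141 to 195), where independent lists of their sizes would share 10.7. Of the 577 genes, 388 were well above background in the non-MG cells with vehicle, 414 in the MG cells with 5-azacytidine and 284 in both. With signals raised to the detection limit of each array, 210 genes were shared. Among the 15017 genes whose probes were all well above background on all 4 arrays, the lists had 143 genes in common, compared with 35.7 for independent lists. The lists of genes higher in the MG cells and of genes raised by 5-azacytidine in the non-MG cells share the array of non-MG cells with vehicle in the same way. They had 379 genes in common, compared with 93.6. Of the 577 genes, 108 were still lower in the MG cells past 1.5-fold after 5-azacytidine of both cell types, and 127 were raised past 1.5-fold in the non-MG cells as well. From the overlap of its own lists, the paper proposes that DNA methylation has a part in lowering these genes.

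**Figure D1:**
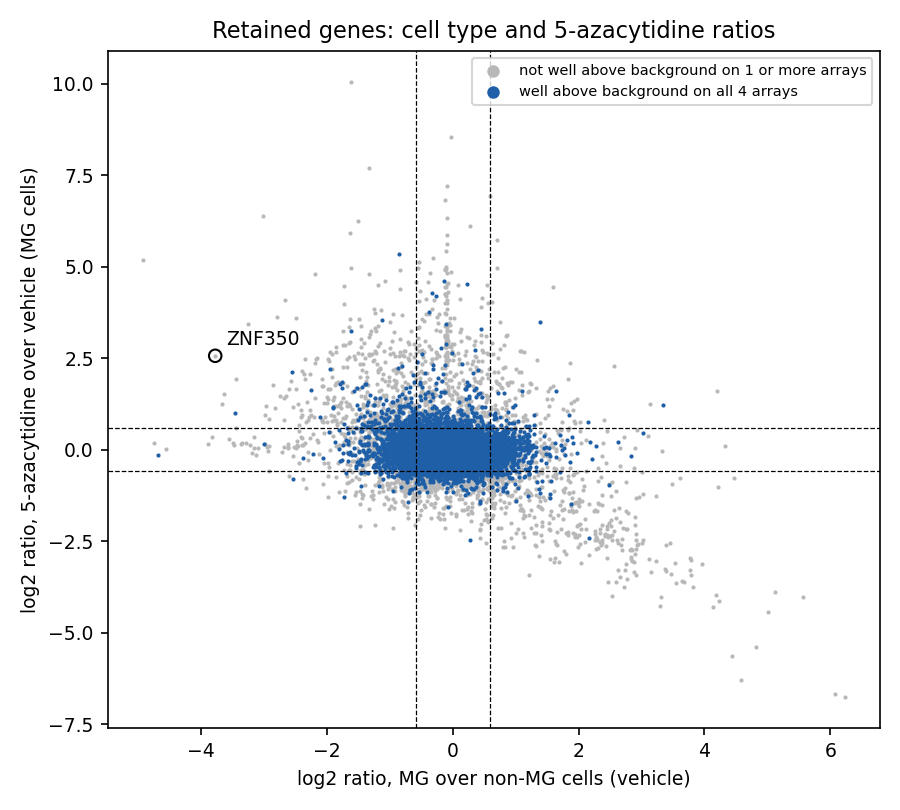
Log2 ratio of MG over non-MG cells with vehicle (x axis) against the log2 ratio of 5-azacytidine over vehicle in MG cells (y axis) for the 18919 retained genes, 1 point per gene, with dashed lines at 1.5-fold. The 577 genes in the upper left and the genes in the lower right are mostly gray, that is, not well above background on 1 or more arrays, and ZNF350 is circled.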

A Venn diagram of these gene sets suggests that DNA methylation may play a role in the down-regulation of 640 genes in the MG cells (Figure 5). Among these, a global methylation analysis indicated that 35 genes were hyper-methylated in the MG cells (Table 1). In addition, we performed Pearson’s correlation coefficient analysis between DNA methylation levels of each probe and host gene expression in colon adenocarcinoma tissues using MEXPRESS [13, 14], which is a web-based software that has DNA methylation data from The Cancer Genome Atlas (TCGA). 

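Of the 35 genes, 34 had a matched and retained probe, and the matched probe of CYYR1 was not well above background on any array. By the mean over probes, 26 of the 34 were lower in the MG cells with vehicle and raised by 5-azacytidine past 1.5-fold on both counts. In 8 genes with several retained probes, 1 probe passed both and the others did not. For the probe with the lowest ratio of MG over non-MG cells, a choice made after the values were seen, both ratios were within 0.03 of those listed in Table 1 for 31 of the 34 genes. These probes were well above background for 27 genes in the non-MG cells with vehicle, for 11 in the MG cells with vehicle and for 27 in the MG cells with 5-azacytidine. In 11 genes this held on all 4 arrays, among them BEX5, LYPD1, MMP25, RNASEH1 and PVRL4 (now NECTIN4). For 7 genes, LRMP (now IRAG2), LTB, OAS1, OTP, EFHD1, GPR37L1 and IGFBP7, neither array with vehicle was well above background, so no fold between the cell types is given. IGFBP7 was well above background only in the non-MG cells with 5-azacytidine. There it was 4.43-fold above its own signal with vehicle, with a spot error of 0.35 on the log2 scale. MAD2L2 was well above background on all 4 arrays, with a log2 ratio of -0.11 between the cell types and -0.03 for 5-azacytidine in the MG cells. By the same probes, 7 of the 34 genes were raised past 1.5-fold by 5-azacytidine in the non-MG cells as well. With signals raised to the detection limit, 12 genes passed both thresholds. The methylation array was not analysed here.

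**Figure D2:**
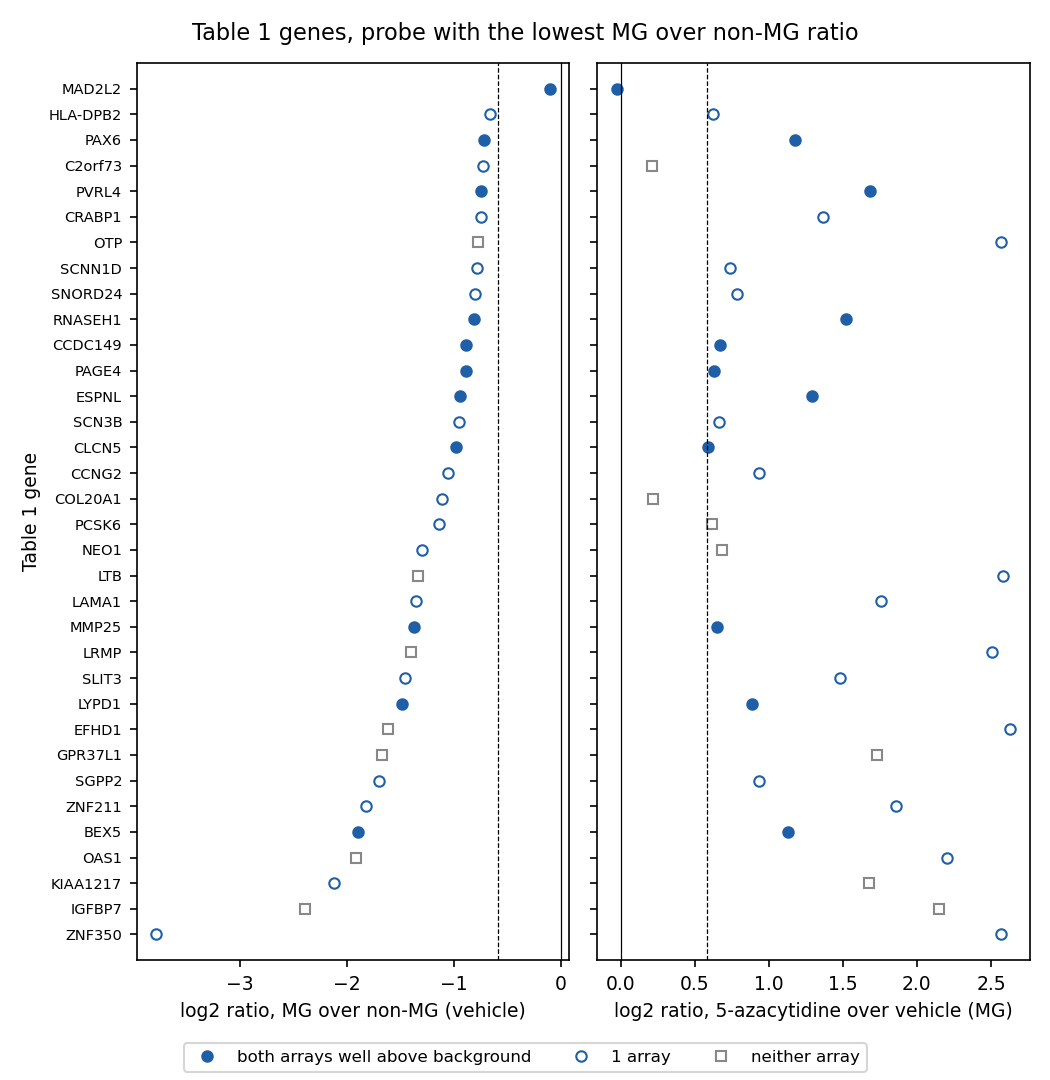
Log2 ratios of MG over non-MG cells with vehicle (left) and of 5-azacytidine over vehicle in MG cells (right) for the 34 genes of Table 1 with a retained probe, by the probe with the lowest ratio between the cell types. Filled circles have both arrays well above background, open circles 1 of them and squares neither, and dashed lines mark 1.5-fold.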

Interestingly, DNA methylation levels of all four ZNF350 CpG sites were significantly and negatively correlated with *ZNF350* gene expression. In contrast, CpG sites of the other genes showed relatively weak or no significant correlation with their host gene expression (Table 2).

**Figure 5:**
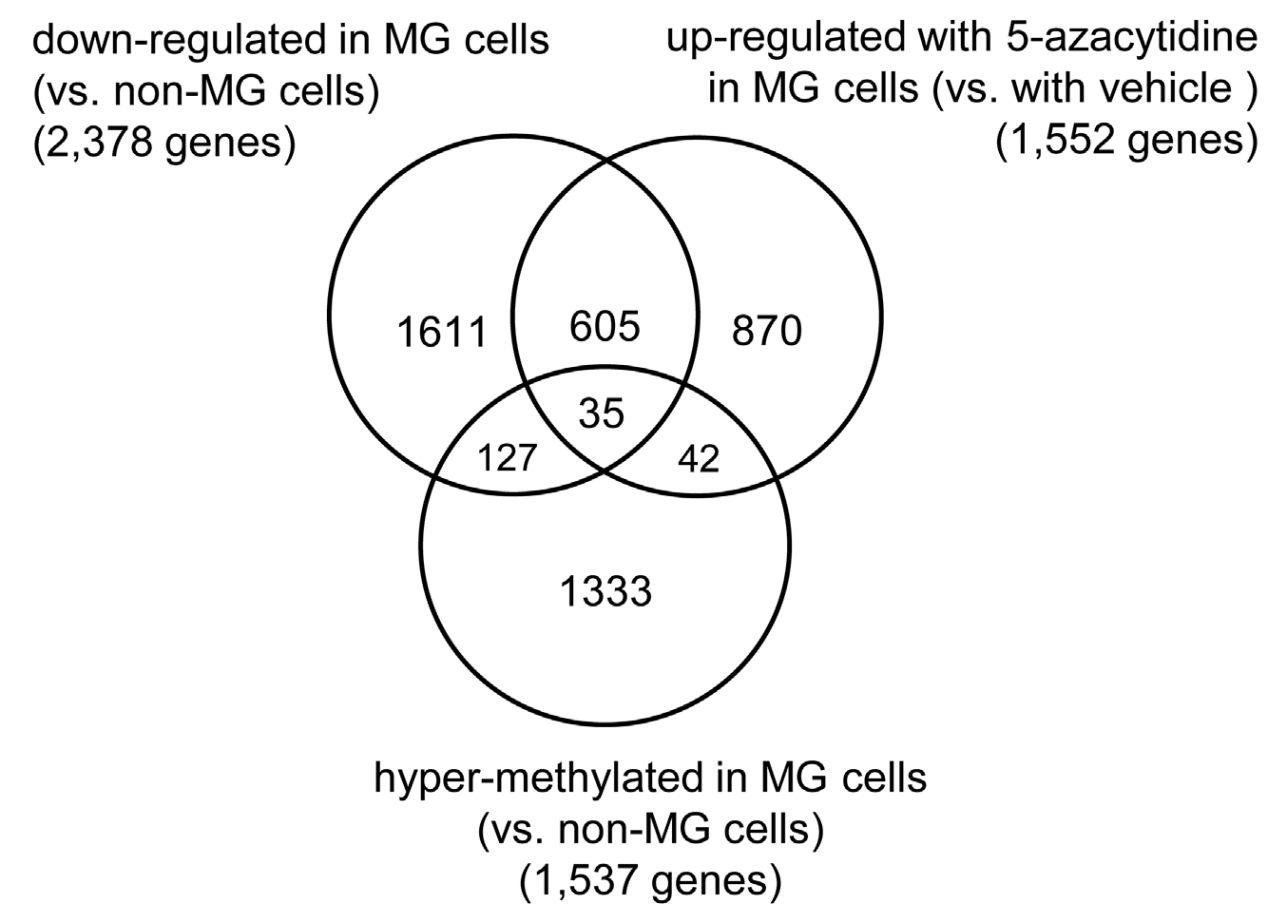
Identification of hyper-methylated and down-regulated genes in the MG cells Using a human mRNA microarray, we identified 640 genes whose expression was down-regulated in the MG cells compared to the non-MG cells and was significantly recovered after treatment of the MG cells with 5-azacytidine. Global DNA methylation was also evaluated between the MG and non-MG cells, and hyper-methylated CpG sites in 1,537 genes were identified. The Venn diagram shows that 35 out of the 640 genes are hyper-methylated in the MG cells.

**Table 1:** List of the 35 hyper-methylated genes possibly associated with accelerated migration capacity in HCT116 cells

Gene symbol	Description	Methylation (%)			Expression (log fold)		Methy-lation sites	CpG context	Biofunction					Target ID
		Non-MG	MG	Delta methylation (MG - non-MG)	MG / non-MG	5-Azacytidine / vehicle			Cellular move-ment	Cellular develop-ment	Cellular growth and prolife-ration	Cell mor-phology	Cellular function and main-tenance	
*BEX5*	brain expressed X-linked 5	52.6	74.7	22.1	-1.90	1.13	TSS1500							cg05470074
*C2orf73*	chromosome 2 open reading frame 73	64.0	84.3	20.3	-0.72	1.37	Body	S_Shore						cg14794655
*CCDC149*	homo sapiens coiled-coil domain containing 149	53.5	75.8	22.3	-0.88	0.67	Body							cg24371114
*CCNG2*	cyclin G2	11.1	31.7	20.6	-1.05	0.94	5′UTR	S_Shore			**□**			cg19278744
*CLCN5*	chloride voltage-gated channel 5	30.4	57.7	27.3	-0.97	0.59	5′UTR	Island					**□**	cg02937293
		55.7	76.5	20.8			5′UTR	Island						cg07605754
		53.7	75.5	21.9			Body							cg07452499
*COL20A1*	collagen type XX alpha 1 chain	38.8	62.5	23.8	-0.81	0.88	Body	S_Shore						cg21391133
*CRABP1*	cellular retinoic acid-binding protein 1	50.4	73.3	22.9	-0.75	1.36	Body	S_Shelf						cg11592640
*CYYR1*	cysteine and tyrosine rich 1	57.8	79.2	21.4	-1.82	1.00	TSS200	S_Shore						cg21039874
*EFHD1*	EF-hand domain family member D1	11.7	37.2	25.5	-1.61	2.63	TSS1500	N_Shore						cg12118465
*ESPNL*	Espin-Like	41.8	66.4	24.6	-0.94	1.29	1stExon	N_Shore						cg01112020
*GPR37L1*	G protein-coupled receptor 37 like 1	54.3	76.9	22.6	-1.67	1.73	TSS200			**□**	**□**			cg15096829
		64.7	86.4	21.8			TSS200							cg17219660
*HLA-DPB2*	major histocompatibility complex, class II, DP beta 2 (pseudogene)	58.9	79	20	-0.66	0.62	Body							cg26650827
*IGFBP7*	insulin like growth factor binding protein 7	39.6	74.1	34.5	-2.39	2.15	Body		**□**	**□**	**□**			cg01684586
		33.7	64.7	31			Body							cg03984758
*KIAA1217*	KIAA1217	37.8	61	23.2	-2.12	1.68	5′UTR							cg05217312
		51.9	73.7	21.8			5′UTR							cg10116636
		54.5	77.4	23			5′UTR	S_Shelf						cg17646571
		55.9	77.2	21.3			5′UTR	S_Shore						cg26526047
*LAMA1*	laminin subunit alpha 1	37.7	62.3	24.6	-1.35	1.76	Body		**□**	**□**	**□**	**□**	**□**	cg18998321
*LRMP*	lymphoid restricted membrane protein	54.5	75.4	20.9	-1.40	2.51	TSS1500							cg03521113
*LTB*	lymphotoxin beta	50.4	73.1	22.7	-1.33	2.58	Body	Island	**□**		**□**	**□**	**□**	cg01106410
*LYPD1*	LY6/PLAUR domain containing 1	59	89.9	30.8	-1.48	0.89	1stExon	Island						cg25571189
*MAD2L2*	MAD2 mitotic arrest deficient-like 2 (Yeast)	11.6	32.6	21	-1.08	0.75	5′UTR	Island	**□**	**□**				cg25102735
*MMP25*	matrix metallopeptidase 25	61.3	87.4	26.1	-1.37	0.65	TSS200	Island						cg26927231
*NEO1*	neogenin 1	19.7	40.9	21.3	-1.30	0.69	Body	S_Shore	**□**	**□**	**□**		**□**	cg02356600
*OAS1*	2′-5′-oligoadenylate synthetase 1	16.8	54.5	37.7	-1.91	2.20	3′UTR							cg04708790
*OTP*	orthopedia homeobox	33.2	54.8	21.6	-0.77	2.57	5′UTR	N_Shore		**□**	**□**			cg24231716
*PAGE4*	PAGE family member 4	49.1	82.6	33.6	-0.88	0.63	TSS200							cg03675615
*PAX6*	paired box 6	57.4	78.2	20.8	-0.72	1.18	TSS200	Island	**□**	**□**	**□**	**□**	**□**	cg01867395
*PCSK6*	proprotein convertase subtilisin/kexin type 6	31.9	65.3	33.3	-1.14	0.62	Body		**□**					cg21122366
*PVRL4*	nectin cell adhesion molecule 4	52.7	74	21.3	-0.75	1.68	5′UTR							cg22585988
*RNASEH1*	ribonuclease H1	46.6	70.8	24.2	-0.81	1.52	Body	N_Shore						cg16363985
*SCN3B*	sodium voltage-gated channel beta subunit 3	55.6	75.8	20.2	-0.95	0.66	1stExon	Island			**□**			cg13765785
		7.3	30.2	22.9			Body							cg03112631
*SCNN1D*	sodium channel epithelial 1 delta subunit	56.1	81.8	25.7	-0.79	0.74	TSS1500							cg13587552
*SGPP2*	sphingosine-1-phosphate phosphatase 2	29.9	52.3	22.4	-1.70	0.93	TSS200	Island	**□**	**□**	**□**	**□**	**□**	cg23604012
*SLIT3*	slit guidance ligand 3	52.2	80.3	28	-1.45	1.48	Body	N_Shore	**□**			**□**		cg26119620
*SNORD24*	small nucleolar RNA, C/D box 24	31.1	58.2	27	-0.80	0.78	TSS200	S_Shore						cg20017995
*ZNF211*	zinc finger protein 211	49.3	71.8	22.4	-1.82	1.86	Body	Island						cg21262300
*ZNF350*	zinc finger protein 350	39.6	78.4	38.8	-3.78	2.57	5′UTR		**□**		**□**			cg02573825
		52.6	82.5	29.9			5′UTR							cg27565719
		30.2	50.9	20.7			TSS200							cg25782003
		27.5	76.9	49.3			TSS200							cg26498020

**Table 2:** Pearson’s correlation coefficient analysis between DNA methylation and host gene expression in colon adenocarcinoma tissues

Gene symbol	Target ID	Pearson’s r(DNA methylation vs gene expression)	*P* value
*BEX5*	cg05470074	-0.173	< 0.01
*C2orf73*	cg14794655	-0.00894	
*CCDC149*	cg24371114	-0.0623	
*CCNG2*	cg19278744	-0.113	
*CLCN5*	cg02937293	-0.131	
	cg07605754	-0.104	
	cg07452499	0.0375	
*COL20A1*	cg21391133	-0.0946	
*CRABP1*	cg11592640	0.328	< 0.001
*CYYR1*	cg21039874	-0.267	< 0.001
*EFHD1*	cg12118465	-0.284	< 0.001
*ESPNL*	cg01112020	-0.0784	
GPR37L1	cg15096829	-0.0399	
	cg17219660	-0.0498	
*HLA-DPB2*	cg26650827	N/A	
*IGFBP7*	cg01684586	-0.0479	
	cg03984758	0.169	< 0.05
*KIAA1217*	cg05217312	0.131	
	cg10116636	0.218	< 0.05
	cg17646571	0.0598	
	cg26526047	N/A	
*LAMA1*	cg18998321	0.257	< 0.001
*LRMP*	cg03521113	0.176	< 0.01
*LTB*	cg01106410	-0.115	
*LYPD1*	cg25571189	-0.203	< 0.05
*MAD2L2*	cg25102735	0.0905	
*MMP25*	cg26927231	-0.0899	
*NEO1*	cg02356600	-0.105	
*OAS1*	cg04708790	-0.0116	
*OTP*	cg24231716	0.0974	
*PAGE4*	cg03675615	0.178	< 0.05
*PAX6*	cg01867395	0.211	< 0.001
*PCSK6*	cg21122366	0.188	< 0.01
*PVRL4*	cg22585988	-0.0788	
*RNASEH1*	cg16363985	0.00651	
*SCN3B*	cg13765785	-0.154	< 0.05
	cg03112631	0.174	< 0.01
*SCNN1D*	cg13587552	0.0154	
*SGPP2*	cg23604012	-0.063	
*SLIT3*	cg26119620	-0.366	< 0.001
*SNORD24*	cg20017995	N/A	
*ZNF211*	cg21262300	-0.499	< 0.001
*ZNF350*	cg02573825	-0.736	< 0.001
	cg27565719	-0.76	< 0.001
	cg25782003	-0.693	< 0.001
	cg26498020	-0.676	< 0.001

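ZNF350 was measured by 1 probe, A_23_P78458. Its background-corrected intensity was 31.5 in the non-MG cells with vehicle, 34.3 in the non-MG cells with 5-azacytidine, 2.60 in the MG cells with vehicle and 15.1 in the MG cells with 5-azacytidine. It was well above background on all of these arrays except that of the MG cells with vehicle. The log2 ratio as computed was -3.78 for MG over non-MG cells with vehicle and 2.57 for 5-azacytidine over vehicle in the MG cells. Since the MG cells with vehicle give only a bound, ZNF350 was at least 3.11-fold lower in the MG cells, and 5-azacytidine raised it at least 1.34-fold. In the non-MG cells the log2 ratio of 5-azacytidine over vehicle was 0.34 (spot error 0.24). After 5-azacytidine of both cell types, where both arrays were well above background, the log2 ratio of MG over non-MG cells was -1.55 (spot error 0.35). The paper singles out ZNF350 on the basis of its array data, its methylation data and the negative correlation of methylation with expression in colon adenocarcinoma tissue.

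**Figure D3:**
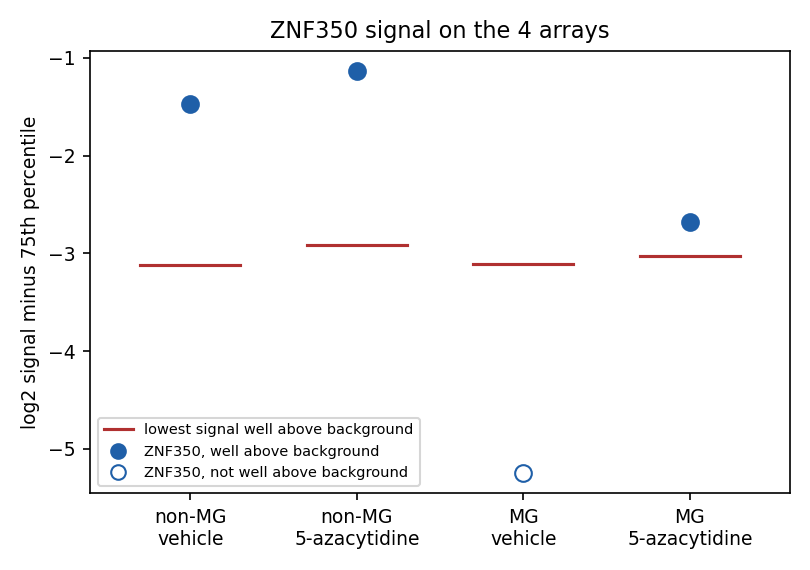
ZNF350 signal on the 4 arrays as log2 intensity minus the 75th percentile of the array (y axis), 1 array per condition (x axis). Red lines are the lowest signal well above background on each array. The open point, MG cells with vehicle, lies at -5.25, under its line at -3.11.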

Based on these data, we were particularly interested in *ZNF350* encoding zinc finger protein 350 (ZNF350/ZBRK1) that has been suggested to function as a tumor suppressor, namely repression of metastasis/invasion, via interaction with breast cancer 1 (BRCA1) and KRAB-ZFP-associated protein 1 (KAP1) [15]. Notably, *ZNF350* mRNA expression in the MG cells was reduced to 13% compared to that in non-MG cells (Figure 6A), and treatment with 5-azacytidine increased its expression by 8-fold (Figure 6B). Furthermore, we examined *ZNF350* expression in cDNAs prepared from paired normal and tumor tissues of 22 patients with colon adenocarcinoma (HCRT103 TissueScan qPCR Arrays; OriGene Technologies, Rockville, MD, USA), and found that colon cancer tissues have significantly reduced *ZNF350* mRNA expression when compared with the surrounding normal colon tissues (Figure 6C). However, there was no significant difference in relative changes in *ZNF350* mRNA levels (cancer/normal) between stages I/II and stages III/IV colon cancers (Figure 6D). In addition, a web-based software, MethHC, showed that all four CpG sites of ZNF350 promoter were significantly hyper-methylated in colon cancer tissues compared with normal tissues (Figure 6E).

**Figure 6:**
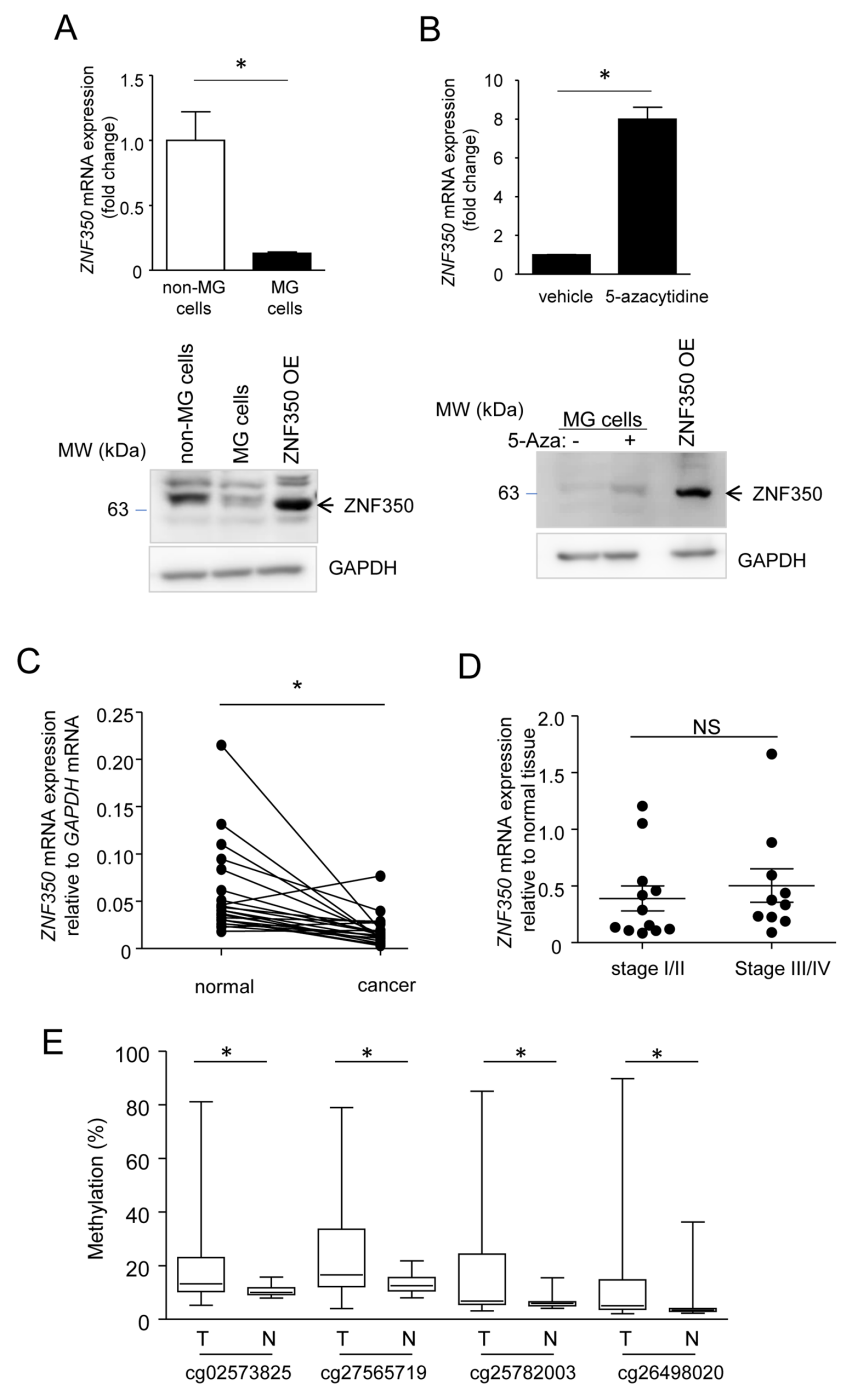
Down-regulated expression of *ZNF350* mRNA in MG cells and colorectal cancer **(A)** qPCR analysis of *ZNF350* mRNA expression. The data were normalized to *GAPDH* mRNA levels and are expressed as the mean fold change ± SD (n = 4) compared to that in non-MG cells. ^*^P < 0.01, unpaired Student’s *t*-test. **(B)** *ZNF350* mRNA levels in the MG cells after treatment with 5 μM 5-azacytidine or vehicle. Data are expressed as the mean fold change ± SD (n = 4) compared with the vehicle-treated MG cells. ^*^P < 0.01, unpaired Student’s *t*-test. **(C)** Using qPCR, we measured the expression of *ZNF350* mRNA in cDNA libraries prepared from colon cancers and surrounding normal colonic mucosa from 22 patients. ^*^P < 0.01, Wilcoxon signed rank test. **(D)** We compared the expression of *ZNF350* mRNA relative to the surrounding normal tissues in Stage I/II of colon cancers with those in stage III/IV. NS; no significant difference by the unpaired Student’s *t*-test. **(E)** DNA methylation of CpG sites in *ZNF350* promoter in cancer tissues (T) was compared with that in normal tissues (N), using a web-based software, MethHC. CpG sites were indicated as ‘cgxxxxxxxx’, which are target IDs of the Illumina HumanMethylation 450 BeadChip array. ^*^P < 0.001 by the unpaired Student’s *t*-test.

### Regulation of cell migration by ZNF350

To confirm that ZNF350 plays a significant role in the altered migratory capacity of HCT116 cells, we prepared MG cells that transiently overexpress ZNF350 as well as non-MG cells with silenced ZNF350. ZNF350 overexpression in MG cells (Figure 7A) resulted in a small, but significant, reduction in migration (Figure 7B) without affecting cell growth (Figure 7C). In contrast, ZNF350 silencing in non-MG cells (Figure 8A) significantly accelerated their migration (Figure 8B) without affecting their growth (Figure 8C).

**Figure 7:**
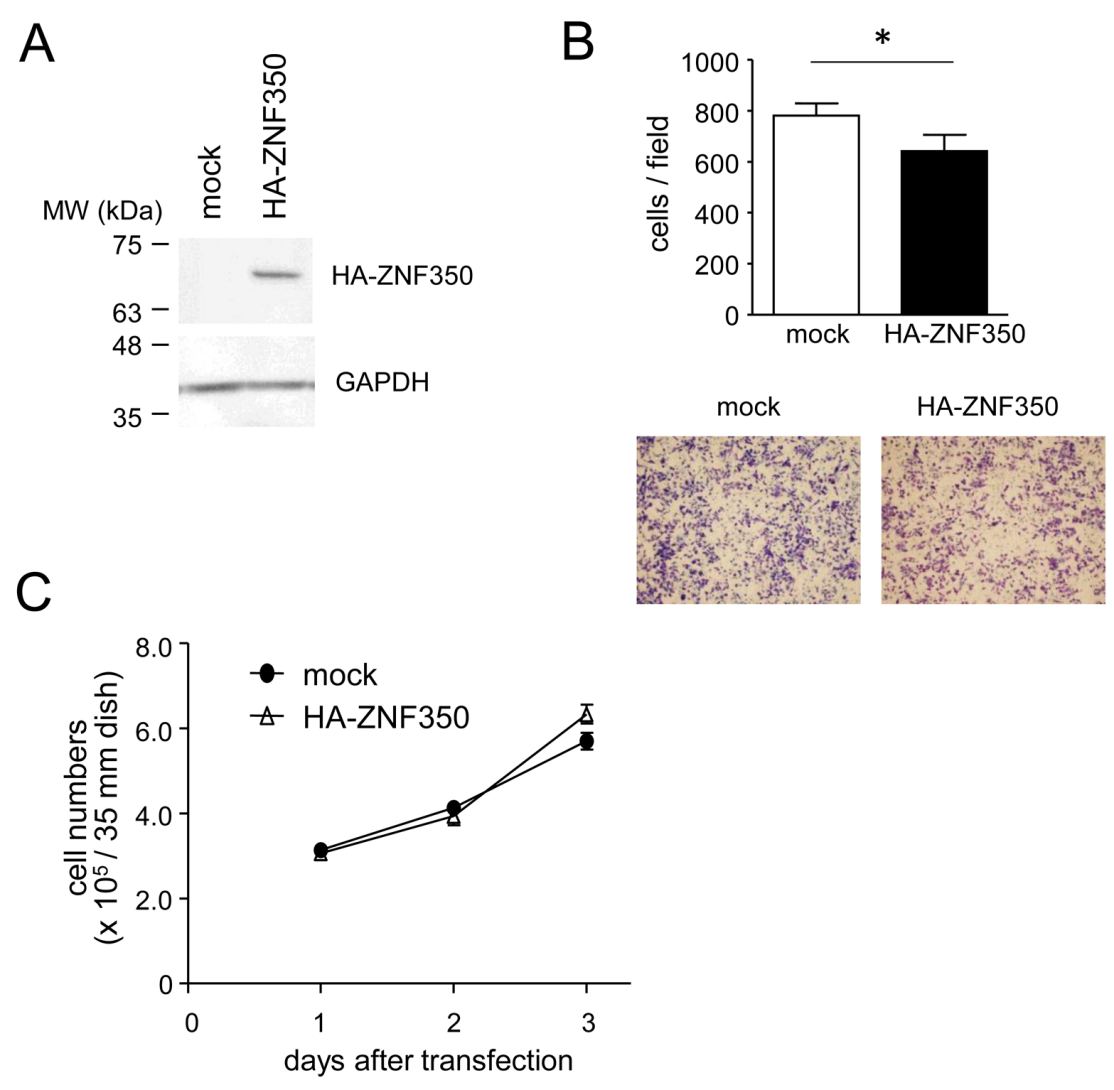
Loss of migratory capacity in ZNF350-overexpressing MG cells **(A)** Western blot analysis of ZNF350 overexpression in MG cells. MG cells were transfected with either an empty (mock) or a HA-ZNF350-expression vector. GAPDH levels were used as an endogenous quantitative control. **(B)** Effects of ZNF350 overexpression on cell mobility. After the MG cells were transfected with either an empty (mock) or a HA-ZNF350-expression vector, they were seeded in serum-free medium on the upper side of a transwell chamber and allowed to migrate towards 10% FBS-containing medium in the lower chamber. After incubation for 24 h, migrating cells were subjected to Diff-Quick staining (lower panels) and counted (upper panel). Data are presented as the means ± SD (n = 4). ^*^P < 0.05, unpaired Student’s *t*-test. **(C)** Analysis of growth rate in MG cells overexpressing ZNF350. Data are presented as the means ± SD (n = 4). MW, molecular weight.

**Figure 8:**
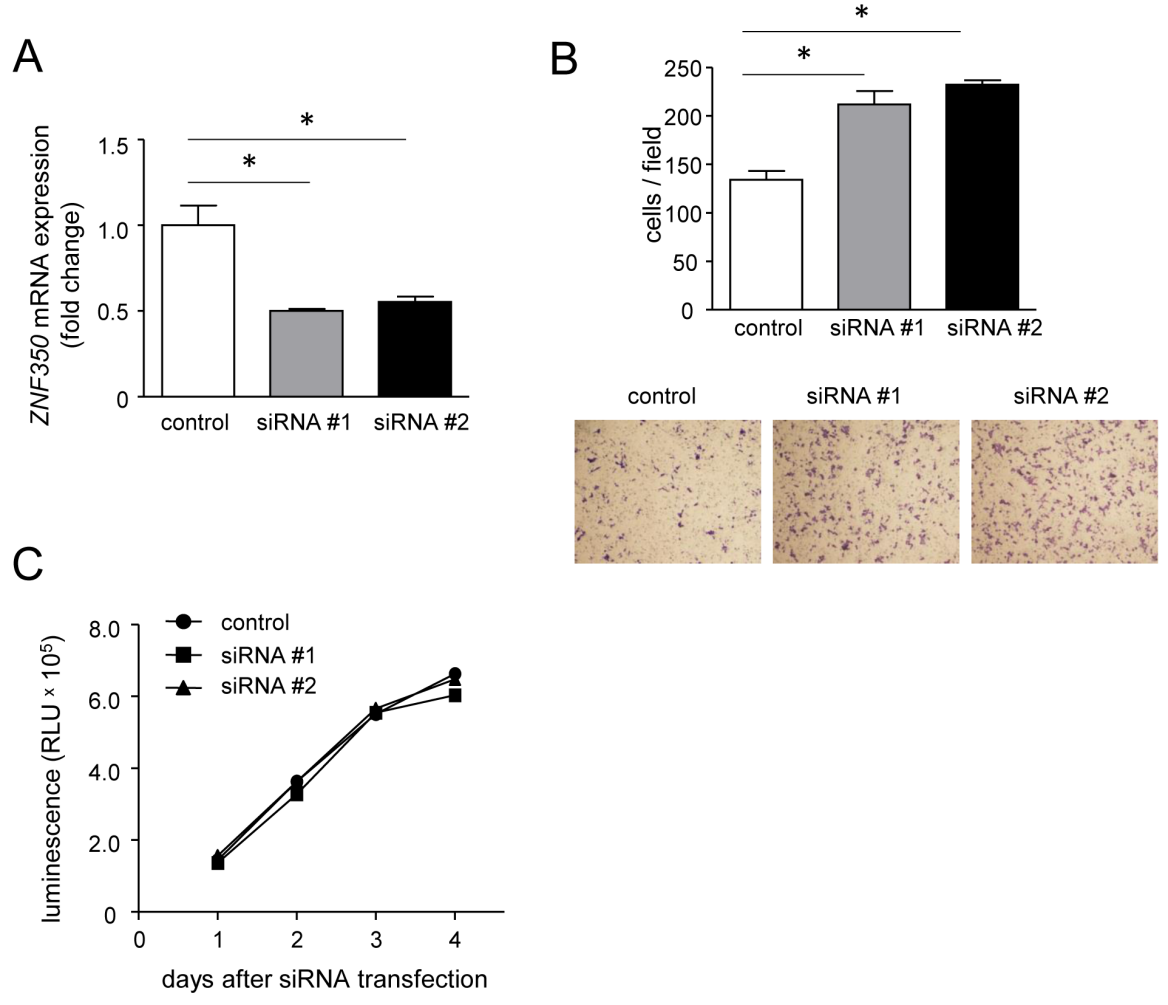
Increase of migratory capacity in non-MG cells after ZNF350 knockdown **(A)** *ZNF350* gene silencing using two siRNAs (siRNA#1 and #2) or RNAi-negative control was confirmed by qPCR. Data are expressed as the mean fold changes ± SD (n = 4) compared with those in control siRNA-treated non-MG cells. ^*^P < 0.01, unpaired Student’s *t*-test. **(B)** Migration assay after the treatment of non-MG cells with one of the two different ZNF350 siRNAs (siRNA#1 and #2) or RNAi-negative control. The migrating cells were subjected to Diff-Quick staining (lower panels) and counted (upper panel). Data are presented as the means ± SD (n = 4). ^*^P < 0.01, unpaired Student’s *t*-test. **(C)** Analysis of growth rate in the non-MG cells treated with siRNA at the indicated times. Data are presented as the means ± SD (n = 4).

### Identification of hyper-methylated CpG sites within the *ZNF350* promoter

Finally, we sought to identify the hyper-methylated CpG sites within the *ZNF350* promoter responsible for its transcriptional down-regulation in the MG cells. The Infinium HumanMethylation450 BeadChip carries probes for 16 CpG sites in *ZNF350* (-1,036 bp from the transcription starting point to intron 4). The pyrosequence analysis software predicted 15 possible methylation sites in the proximal promoter region (Figure 9A). The Infinium HumanMethylation450 BeadChip revealed four hyper-methylated CpG sites in the *ZNF350* promoters of the MG cells: CpG 9 (Target ID, cg25782003), CpG11 (cg26498020), CpG14 (cg27565719), and CpG 15 (cg02573825), when a difference greater than 20% was established as significant. There were no significant differences in the methylation status at any of the other CpG sites between the MG cells and non-MG cells. Pyrosequencing confirmed that CpG9, 10, 11, 12 and 13 were hyper-methylated, while CpG3, 6, and 7 were hypo-methylated to a lesser extent in the MG cells, compared to the methylation status of these sites in non-MG cells (Figure 9B).

**Figure 9:**
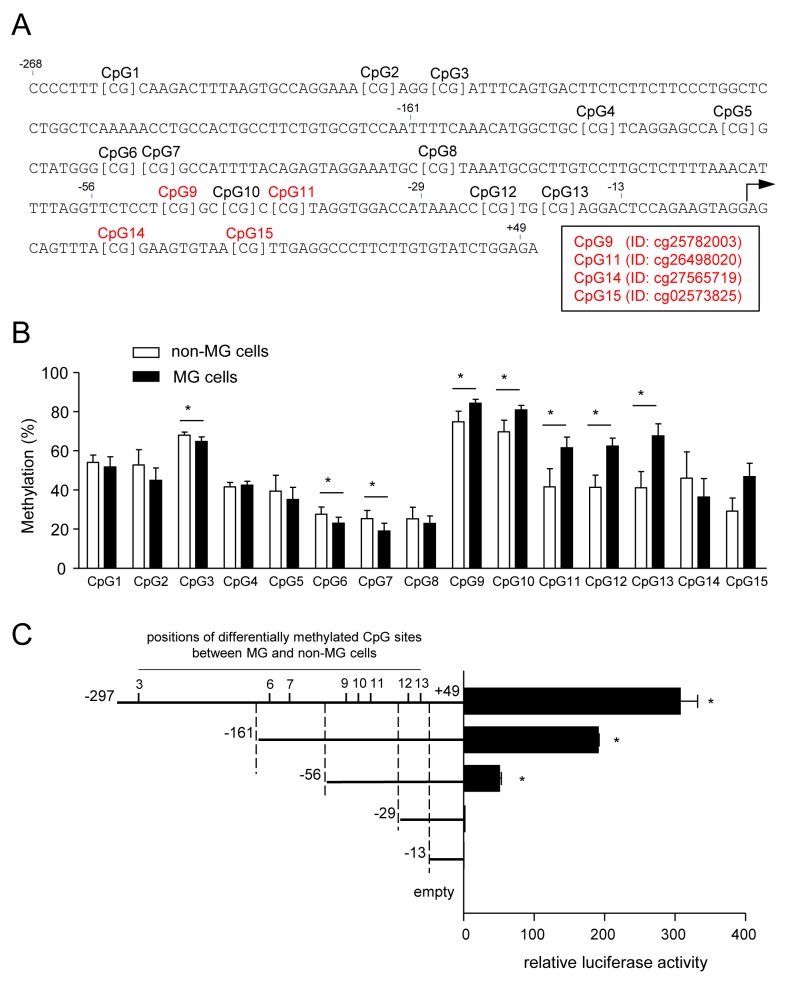
Methylation of CpG sites in the *ZNF350* promoter **(A)** Pyrosequencing analysis predicted 15 possible methylation sites in the proximal promoter region of *ZNF350*. Probes (target IDs) carried on the Infinium HumanMethylation450 BeadChip are indicated in red. **(B)** The percentage of DNA methylation in MG and non-MG cells was analyzed via highly quantitative bisulfite pyrosequencing. Data are presented as the means ± SD (n = 4). ^*^P < 0.05, unpaired Student’s *t*-test. **(C)** Dual-luciferase reporter assay showing the changes in *ZNF350* promoter activity after the specified truncation in the non-MG cells. Data are presented as the means ± SD (n = 4). ^*^P < 0.01, unpaired Student’s *t*-test compared to control (empty).

We next examined the importance of the promoter regions containing the hyper-methylated sites in *ZNF350* promoter activity. The relative luciferase activities of serially truncated fragments showed that the -297 to -161 bp, -161 to -56 bp, and -56 to -29 bp fragments had an effect on *ZNF350* promoter activity (Figure 9C). These data suggest that hyper-methylation of the *ZNF350* promoter at CpG9, 10, and 11 may play a significant role in the down-regulation of *ZNF350* transcription in the MG cells, leading to increased migration.

## DISCUSSION

Intra-tumor heterogeneity is a fundamental mechanism used by cancers to cope with diverse surrounding microenvironments. This heterogeneity is a result of transcriptomic, epigenomic, proteomic, metabolic, and functional diversification, all of which may occur during expansion of the neoplastic cell population [16–18]. Even cultured tumor cell lines are known to be highly heterogeneous [19]. However, the role of DNA methylation and the specific genetic differences between these cell populations are largely unknown.

In this study, we successfully isolated highly motile cells and control immotile cells from the colon cancer cell line HCT116 using a transwell-based method. Compared with the immotile subpopulation, the highly motile cells possessed some signature mesenchymal gene markers, including increased *ZEB1* and *VIM* expression along with their positive regulators. In contrast, EMT-associated down-regulation of *CDH1* and up-regulation of *SNAIL1* was not observed. These data suggest that the MG cells may be in a hybrid EMT state, also known as a metastable state or partial EMT, in which individual cells express both epithelial and mesenchymal markers. Notably, this is commonly observed in carcinomas [20]. Although the process of EMT, either as a gradual, continuous change or by discrete stages, is highly debated in the literature, the presence of distinct, stable, long-lasting cell populations suggests that EMT progresses via discrete intermediate stages [20, 21]. Recently, Pastushenko *et al.* investigated intra-tumor diversification in organoids derived from multiple single cells isolated from colorectal cancers and characterized six distinctive cell subpopulations [22]. They also identified two subpopulations, both of which were in an intermediate EMT state, that represent most metastatic cells. These EMT hybrid cells are likely present *in vivo* as stable cell populations [22]. Since cell migration plays a pivotal role during invasion and metastasis in various types of tumors [1, 2], we sought to characterize our MG cells. Notably, cell growth was similar for the MG and non-MG cells, and their cell migration phenotypes and gene expression patterns remained constant even after five passages under our standard culture conditions. These data suggest that the isolated motile phenotype may already exist in the original parent HCT116 cells as one of its heterogeneous subpopulations.

Colorectal cancer cells experience a substantially higher rate of somatic mutations than normal colorectal cells, particularly during the final dominant clonal expansion of the cancer [22]. Mutation-related genetic diversification within cancer cell populations is also observed as a common feature of colorectal cancers [22]. Additionally, epigenomic diversification may also occur during expansion of the neoplastic cell population [16–18]. In fact, aberrant methylation is known to be involved in the abnormal expression of genes that regulate critical cancer cell processes, such as proliferation, apoptosis, migration, and/or invasion. This mechanism is well-illustrated by the hyper-methylation of the *RB1* promoters in retinoblastoma [7]. Silencing of the *BRCA1* gene by promoter hyper-methylation has also been detected in primary breast and ovarian carcinomas, especially during loss of heterozygosity and in specific histopathologic subgroups [10]. Furthermore, hyper-methylation of the *hMLH1* promoter has been shown to cause gene inactivation in colorectal cancers as well as widespread microsatellite instability [8, 9]. Indeed, the presence or absence of *MLH1* methylation has been suggested to critically affect the heterogeneity of colorectal carcinoma [23].

In this study, the motile MG cells completely lost their motility following de-methylation with 5-azacytidine, which resulted in the up-regulation of 1,552 related genes. Combining the differentially expressed genes and DNA methylation profile of the MG cells with their gene expression signatures after 5-azacytidine treatment identified 35 hyper-methylated putative target genes responsible for the observed acquisition of motility in the HCT116 cells. We found the hyper-methylation of the *ZNF350* promoter and further showed that it significantly affects the characteristics of the colon cancer cells, especially migration. Moreover, *ZNF350* mRNA levels in the MG cells were reduced to 13% of those observed in non-MG cells, and 5-azacytidine treatment completely recovered *ZNF350* mRNA expression and ZNF350 protein levels. Interestingly, ZNF350 tends to be underexpressed in colon cancers [24]. Consistent with this previous work, we found that colon cancer tissues had significantly reduced *ZNF350* mRNA levels compared to the surrounding normal colon tissues. Considering the possible role of ZNF350, one might speculate that the larger cancer and more advanced cancer should show lower levels of ZNF350. However, no significant stage-dependent change in *ZNF350* mRNA expression was observed. In addition, the analysis of TCGA data using MEXPRESS showed that there was no significant correlation between *ZNF350* mRNA expression and pathologic stage of colon adenocarcinoma (Pearson’s r = + 0.0549). ZNF350-overexpressing MG cells had a small, but significant inhibitory effect on migratory activity, while *ZNF350*-silenced non-MG cells had accelerated migration. Thus, methylation of the *ZNF350* promoter may be one of the crucial determinants for the acquisition of motility during colon cancer pathogenesis.

As shown in Figure 7, overexpression ZNF350 protein had a limited effect on migration, suggesting that other regulators should be involved in the acquisition of the migratory phenotype. On the other hand, in siRNA experiments, both ZNF350 siRNA #1 and #2 reduced its levels only by 50%. Other commercially available siRNAs showed similar knockdown efficacy (data not shown). However, even 50% reduction facilitated migration of immotile cells. Although our results suggest that ZNF350 may be one of the crucial factors for the acquisition of motility in HCT116 cells, multiple key regulators are likely involved in the alteration of phenotype.

ZNF350, also known as zinc-finger and BRCA1-interacting protein with a Kruppel-associated box (KRAB) domain (ZBRK1), is involved in the development of several human tumor types, including breast, colon, and cervical carcinomas [24–26]. ZNF350 contains an N-terminal A+B box domain, eight C_2_H_2_ zinc fingers, and a C-terminal repression domain (CTRD) [27, 28]. The CTRD forms tetrameric oligomers that allow ZNF350 to selectively interact with BRCA1, some histone deacetylases, and certain gene promoters [29, 30], including those of *GADD45A* [27], *ANG1* [31], *HMGA1* [32], *p21* [33], *MMP9* [26], *FGF2* [34], *SNAI2* [35] and *KAP1* [29, 36], leading to transcriptional repression. In cervical cancer, increased *ZNF350* gene expression is correlated with inhibition of growth and metastasis of tumor cells. ZNF350 is also known to inhibit cervical carcinoma metastasis, perhaps via modulation of MMP9 and KAP1 expression [29, 36]. In addition, ZNF350 acts as a transcriptional corepressor with nuclear villin and represses Slug (*SNAI2*) expression, resulting in inhibition of EMT [35]. Among the ZNF350-regulated, EMT-related genes (*MMP9*, *KAP1*, and *SNAI2*), *SNAI2* expression was upregulated in the MG cells, and ZNF350 overexpression repressed *SNAI2* expression, suggesting that *SNAI2* may be one of the potential targets (Supplementary Figure 2). A possible mechanism is that the ZNF350/BRCA1/CtTB-interacting protein complex represses the expression of angiopoietin-1 (ANG1) and high-mobility group AT-hook 2 (HMGA2), which are commonly involved in the proliferation and vascularization during breast tumor formation [31, 32]. At present, however, there is no direct evidence that ZNF350/BRCA1 complex represses transcriptional activity of migratory phenotype-related genes in the MG cells. The IPA analysis showed that several BRCA1-regulated genes, such as *BCL2*, *VIM*, *NFE2L2 and IFITM1*, were differently expressed in the MG cells (Supplementary Figure 3). These genes might be involved in acquisition of migratory capability in the MG cells through ZNF350/BRCA1 complex. 

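Of the BRCA1-regulated genes, VIM is described with the EMT markers. The 2 probes of IFITM1 had log2 ratios of MG over non-MG cells with vehicle of -1.37 and -1.53 and were well above background on all 4 arrays. The 2 probes of BCL2 had log2 ratios of 0.23 and 1.02. The probe with the larger ratio was not well above background in the non-MG cells, and by it BCL2 was at least 1.31-fold higher in the MG cells. NFE2L2 was well above background only in the non-MG cells with vehicle, and was at least 1.70-fold lower in the MG cells. It has 1 matched probe, with an intensity of 17.2 there and from 2.35 to 7.82 on the other arrays. The fall thus rests on 1 dim signal.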

Although further studies are needed to figure out how ZNF350 works with BRAC1 complex to repress migration, our results suggest that ZNF350 could also be a potential tumor suppressor in different types of cancers, including colorectal cancer.

To better understand the regulation of *ZNF350* in the highly mobile HCT116 cells, we performed a pyrosequencing analysis of 15 CpG sites in the promoter region of this gene (from -297 to +14 bp), and succeeded in detecting several significant difference in endogenous methylation state; three hypo-methylated and five hyper-methylated CpG sites in the MG cells. We prepared serially truncated fragments of the proximal promoter of *ZNF350* and measured their reporter activities. When we considered the distribution of differentially methylated CpG sites between the MG and non-MG cells on the promoter fragments, the fragment containing hypo-methylated CpG sites (CpG 3, 6 and 7) or hyper-methylated CpG sites (CpG 9, 10 and 11) possessed the promoter activity. We focused on the DNA methylation-dependent mechanism for the down-regulated expression of ZNF350, since treatment with 5-azacytidine decreased migration capacity in association with an increase in *ZNF350* mRNA levels. Moreover, MEXPRESS indicated that DNA methylation levels of ZNF350 were significantly and negatively correlated with *ZNF350* gene expression. In general, hypo-methylated CpG sites are associated with transcriptional activation. Therefore, we did not investigate a role of hypo-methylated CpG 3, 6, and 7 in the MG cells, although these hypo-methylated sites might also play a role in the transcriptional activity of *ZNF350* mRNA. CpG 12 and 13 were hyper-methylated in the MG cells. However, the fragment containing these sites did not show significant promoter activity. A web-based software, TFBIND [37], predicts that the sequences (-18 to -32) including CpG 12 and 13 may contain a TATA-box sequence, which determines a transcription initiation sites. Therefore, we have to consider the possible role of CpG 12 and 13 in the transcription initiation of *ZNF 350*. At present, however, we could not directly assess the role of specific methylation sites in the promoter activity by the transient transfection method used in our experiments. Further studies are needed to clarify the mechanism. Although there are still several concerns and limitations, our results suggest that the hyper-methylation of three CpG sites (CpG 9, 10, and 11) in the *ZNF350* promoter may function as putative methylation sites involved in the down-regulation of gene expression and accelerated cellular migration. These data are supported by a previous study showing that *ZNF350* and *MAGED1* were hyper-methylated in tamoxifen-resistant breast cancer cell lines, and treatment with 5-aza-2′deoxycytidine caused a significant reduction in promoter methylation of both genes [38].

In this study, we focused on a particular protein, ZNF350, because ZNF350 showed the highest correlation between DNA methylation and altered gene expression in clinical samples (TCGA data set) (Table 2). We could identify ZNF350 as one of the crucial molecules involved in the acquisition of migratory capability through DNA methylation. However, distinct genes included in Table 1 and others should be also involved in the process. Indeed, among the listed genes in Table 1, several gene products, such as IGFBP7, MAD2L2, and SLIT3 are known to have inhibitory functions on migration. A DNA methylation inhibitor attenuated migration ability through induction of IGFBP7 in colon cancer cell lines [39], and IGFBP7 could inhibit cell growth of breast tumor cells [40]. MAD2L2 interacted with NCOA3 and suppressed proliferation and migration of colon cancer cells [41]. SLIT3 was also induced by a DNA methylation inhibitor [42], and silencing of SLIT3 promoted proliferation, migration, and invasion with enhanced expression of MMP2 and MMP9 in lung cancer cells [43]. Our genome-wide analyses of DNA methylation and gene expression profiles identified ZNF350 as a DNA methylation-dependent regulator, which may determine a cancer phenotype among heterogeneous subpopulation. At present, however, we can not conclude that ZNF350 is a key regulator for motility of colon cancer cells. Moreover, we particularly focused on the motility in this study. Different states of EMT require the concerted efforts of many factors.

In conclusion, we analyzed the role of DNA methylation in the regulation of genes functioning in a highly mobile subpopulation of HCT116 cells. Our results indicate that these hybrid cells possessed hyper-methylated CpG sites in the proximal promoter of *ZNF350*. Furthermore, we provide evidence that hyper-methylation of the *ZNF350* promoter may be one of the crucial determinants for the acquisition of increased migratory capabilities in colon cancer cells. To our knowledge, this is the first study to investigate the relationship between CpG methylation and a migratory phenotype in a heterogeneous colon cancer cell population. While further studies are needed to fully understand the potential role of *ZNF350* promoter methylation in the process of colon cancer metastasis, the present study enhances our understanding of heterogeneous cell populations during carcinogenesis and highlights an essential role for DNA methylation.

## MATERIALS AND METHODS

### Isolation of a subpopulation with high cell migration capacity

The colon cancer cell line HCT116 was cultured in Dulbecco’s modified Eagle’s medium (DMEM; Nacalai Tesque, Kyoto, Japan), supplemented with 10% (vol/vol) heat-inactivated fetal bovine serum (FBS) at 37°C in 5% CO_2_. For isolation of the highly migratory subpopulation, we established the following selection procedures using a transwell migration assay modified from the Boyden chamber assay [12]. After serum starvation for 48 h, the HCT116 cells were seeded in serum-free medium on the upper side of a transwell chamber (Becton Dickinson, Franklin Lakes, NJ, USA) and allowed to migrate towards the chamber with DMEM containing 10% FBS. After 48 h, the non-MG cells remaining on the upper membrane and MG cells migrating onto the lower side of the membrane were collected separately using a cell detachment solution (Accutase™, Nacalai Tesque). Both non-MG and MG cells collected from the upper and lower chamber, respectively, were then separately seeded and cultured with 10% FBS. The resulting MG and non-MG cell types were further concentrated using another transwell migration assay. This selection was repeated 5 times to purify the MG and non-MG cell populations.

### Cell growth and migration assays

Cell growth was assessed by counting the number of cells with a hematocytometer or by the Cell Titer-Glo assay (Promega, Madison, WI, USA). Cell migration was examined using 8 μm pore size polycarbonate transwell filters (Becton Dickinson). After serum starvation for 48 h, the cells were seeded in serum-free media on the upper side of a transwell chamber and allowed to migrate towards media containing 10% FBS in the lower chamber for 24 h. After migration, the cells on the lower side of the membrane were fixed, stained with Diff-Quick stain (Sysmex, Kobe, Japan), and counted. The migration indices were calculated as the mean number of cells in 5 random fields at 20× magnification.

### Small interference RNAs (siRNAs)

To silence *ZNF350* expression, two siRNAs were designed (Supplementary Table 1) (Nippon Gene, Tokyo, Japan). RNAi-negative control (Nippon Gene) was used as a control siRNA. Cells were treated with the indicated siRNAs at a final concentration of 20 nM using Lipofectamine RNAiMAX (Invitrogen, Carlsbad, CA, USA) by the reverse transfection method according to the manufacturer’s protocol.

### Plasmid construction and cell transfection

A cDNA library was prepared from HCT116 cells, and the ZNF350 open reading frame (Ensembl Transcript ID: ENST00000243644) was amplified by PCR using the primer set listed in Supplementary Table 1. The amplified products were separated with a gel extraction kit (Qiagen) and cloned into the mammalian expression vector pEBMulti-puro (Wako, Osaka, Japan). An HA tag was appended to the C-terminus of the insert sequence. The construct sequence was confirmed by DNA sequencing. The MG cells were then transfected with either empty or HA-ZNF350-expression vector using Xtreme HP reagent (Roche, Basel, Switzerland) according to the manufacturer’s protocol.

### Global DNA methylation analysis

Genomic DNA was extracted from the MG and non-MG cells, and bisulfate-converted DNA was prepared using an EZ DNA methylation-gold kit (Zymo Research, Irvine, CA, USA). The bisulfate-converted DNA was then subjected to global DNA methylation analysis using an Infinium HumanMethylation450 BeadChip array (Illumina) as highlighted in Figure 4. The resulting methylation data were processed using GenomeStudio Methylation Module v1.9.0 software (Illumina). For quality control, only methylation measures with a detection *P* value less than 0.05 were used. The methylation levels of CpG sites were then calculated as β-values using the GenomeStudio methylation software after color balance adjustment and background corrections in the same chip. All of the Illumina methylation 450 data have been deposited in NCBI Gene Expression Omnibus (GEO; accession number GSE114683).

### Gene expression profiling

Total RNA was extracted from cells using an RNeasy kit (Qiagen) according to the manufacturer’s protocol. Concentration and purity of the extracted RNA were determined with a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA). Quality of the purified RNA was also assessed with an Agilent 2100 Bioanalyzer using an RNA 6000 Nano Labchip kit (Agilent). RNA samples with an RNA integrity number greater than 9.0 were used for further analysis. The mRNA expression profiles were then evaluated using a human mRNA microarray (SurePrint G3 Human; Agilent). The data were analyzed using GeneSpring 14.9 (Agilent). Notably, we eliminated mRNA signals within the lowest 20th percentile of all the intensity values in at least half of the samples and filtered the data set on existing flag values. Consequently, 24,189 probes (21,344 genes) in total were detected in our samples. 

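Leaving out probes within the lowest 20th percentile on 2 or more of the 4 arrays and probes not well above background on any array left 23860 probes, which stand for 18919 genes or unnamed transcripts. Of these probes, 18954 (79.4%) were named through their accession, which gave 14318 gene symbols, and the others were kept under the name in the files. Without the filter on background, 31678 genes were left, and with probes well above background on all 4 arrays 15708. The authors' deposited table holds 24189 probes, of which 26 are control probes. Of its other probes, 24161 could be compared with the arrays. All 24161 were well above background on at least 1 array, and 305 were within the lowest 20th percentile on 2 or more arrays. The differences between its columns equalled those of log2 intensity, apart from a constant per pair of arrays, within 0.01 for 100% of these probes.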

The microarray and sample annotation data have been deposited in GEO (accession number GSE114681).

### Measurement of DNA methylation by pyrosequencing

We also analyzed genomic DNA methylation in the MG and non-MG cells by pyrosequencing (Qiagen). PCR and sequencing primers were designed using PyroMark Assay Design 2.0 software (Qiagen). Pyrosequencing procedures were performed according to the manufacturer’s protocol. Regions of the *ZNF350* promoter (region 1, -324 to -200 nt; region 2, -223 to -56 nt; region 3, -205 to +72 nt; and region 4, -17 to +72 nt from the transcription start site) were separately amplified by PCR using the primer sets shown in Supplementary Table 2. Bisulfite-converted genomic DNA (500 ng) was prepared using an EpiTect kit (Qiagen). The converted DNA was then amplified by PCR using a PyroMark PCR Master Mix kit (Qiagen). Then, the biotinylated PCR products were immobilized onto streptavidin-coated beads (GE Healthcare, Piscataway, NJ, USA), and the DNA strands were separated using the PyroMark denaturation solution (Qiagen). After washing and neutralization using a PyroMark Q24 Vacuum Workstation, the sequencing primer was annealed to the immobilized strand. DNA methylation was analyzed via highly quantitative bisulfite pyrosequencing with a PyroMark Q24 system (Qiagen). Data were analyzed using PyroMark Q24 software (Qiagen) to determine the methylation level (calculated as a percentage of methylation at each CpG).

### Quantitative real-time reverse transcription-PCR (qPCR)

Total RNA was extracted from cells using RNA iso plus reagent (Takara, Otsu, Japan). The isolated RNA (1 μg) was then reverse-transcribed using ReveTra Ace qPCR RT Master Mix (Toyobo, Osaka, Japan). *CDH1, ZEB1, SNAIL1, VIM,* and *ZNF350* mRNA levels were measured using SYBR Green Master Mix with an Applied Biosystems 7500 Real-time System (Applied Biosystems, Foster City, CA, USA). The sequences of the primer sets are listed in Supplementary Table 1. The target mRNA levels were calculated uding the comparative ΔΔCt method with glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*) mRNA as an endogenous quantitative control. The expression of each gene is presented as the relative change compared to that in the indicated control sample.

Further, a TissueScan qPCR Array (HCRT103), which includes cDNAs from the paired normal and tumor tissues of 22 patients with colon adenocarcinoma (5 cases in stage I, 7 cases in stage II, 8 cases in stage III, and 2 cases in stage IV), was obtained from OriGene Technologies. Using this array, ZNF350 mRNA levels in human colon adenocarcinoma were measured by qPCR and normalized to those of *GAPDH* mRNA.

### Methylation modifications analysis of clinical samples

To investigate the correlation between DNA methylation and host gene expression, colon adenocarcinoma (COAD) samples in MEXPRESS datasets were analyzed [13]. We then used MethHC to compare DNA methylation of the *ZNF350* promoter in colon adenocarcinoma tissues with that in normal tissues [44].

### Western blotting

Whole-cell lysates were prepared using RIPA buffer (10 mM Tris-HCl, pH 7.4; 1% Nonidet P-40; 1 mM EDTA; 0.1% SDS; 150 mM NaCl) containing a protease inhibitor cocktail (Nacalai Tesque) and a phosphatase inhibitor cocktail (Sigma). The extracted proteins were separated by sodium dodecyl sulfate (SDS)-polyacrylamide gel electrophoresis and then transferred onto a polyvinylidene difluoride (PVDF) membrane (Bio-Rad, Hercules, CA). After blocking for 1 h at room temperature with 5% nonfat milk (Cell Signaling Technology, Danvers, MA), the membrane was incubated overnight at 4°C with a rabbit polyclonal anti-HA antibody (1:2000; MBL, Nagoya, Japan) or anti-ZNF350 antibody (1:1000; Abcam, Cambridge, CA, USA). Following incubation with an appropriate secondary antibody for 1 h at room temperature, bound antibodies were detected with an ECL Prime Western Blotting Detection System (GE Healthcare). The PVDF membrane was then re-blotted using a mouse monoclonal anti-GAPDH antibody (1:5000; Santa Cruz Biotechnology, Santa Cruz, CA, USA). Intensities of the bound antibodies were quantified using Image J software.

### Promoter activity assay

Serially truncated segments (-297 to +49, -161 to +49, -56 to +49, -29 to +49, and -13 to +49 bp) of the *ZNF350* proximal promoter region were amplified using the primer sets listed in Supplementary Table 1. The first PCR was performed using human genomic DNA as a template. The amplified products were separated with a gel extraction kit (Qiagen) and cloned into the pGL4.21-basic vector (Promega) using XhoI and HindIII restriction sites. HCT116 cells (1.0 × 10^5^) were cultured on 24-well plates, and pGL-4.21 luciferase constructs with the various segments (100 ng) were co-transfected with the pGL4.74 vector (50 ng) using X-tremeGENE HP DNA transfection reagent (Roche). Then, 24 h after the transfection, the cells were harvested, and the firefly and Renilla luciferase activities were measured using a Dual-Luciferase Reporter Assay System (Promega).

### Statistical analysis

All statistical analyses were performed with GraphPad Prism 5 software and Microsoft Excel. Results are expressed as the means ± standard deviation (SD). Significant differences between two groups were estimated by two-tailed Student’s *t-*test. Non-parametric data were analyzed using the Wilcoxon signed rank test. *P* values less than 0.05 were considered statistically significant.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

EMT: epithelial-mesenchymal transition
CG: cytosine-guanine
UV: ultraviolet
MG cells: migrated cells
IPA: ingenuity pathway analysis
CTRD: C-terminal repression domain
DMEM: Dulbecco’s modified Eagle’s medium
FBS: fetal bovine serum
HA: hemagglutinin
PCR: polymerase chain reaction
QPCR: quantitative real-time reverse transcription-PCR
PVDF: polyvinylidene difluoride

How the deposited data were processed for this re-analysis (not part of the article)

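Gene expression was measured in MG and non-MG subpopulations of HCT116 cells, each treated with 5 µM 5-azacytidine or vehicle for 48 h, on 4 one-colour Agilent SurePrint G3 arrays. There was 1 array per condition. Conditions were taken from the sample labels and the paper. The labels name RNAiso Plus for the RNA of the arrays, and the methods of the paper name an RNeasy kit. All 4 arrays lay on 1 slide with 1 scan, with the non-MG cells in slide row 1, the MG cells in row 2, vehicle in slide column 3 and 5-azacytidine in column 4. Position on the slide therefore cannot be told apart from cell type or treatment.

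The authors deposited the output of Agilent Feature Extraction for each array, in which every spot has a raw median intensity, a background-corrected intensity, and flags for outliers, saturation and signal well above background. They are linear intensity values without normalization between arrays. The authors also deposited a table of log2 values for 24189 probes, in which every probe is centred on its median over the 4 arrays. The methods name GeneSpring, a filter on the lowest 20th percentile and a filter on flags. The text of the paper names neither the normalization nor a fold threshold.

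From the background-corrected intensity, the log2 value minus the 75th percentile of its array over all non-control probes was computed. Control spots and spots flagged as outliers were left out, which removed 5 of 50599 probes, and the spots of a probe were averaged. Probes within the lowest 20th percentile on 2 or more arrays, or well above background on no array, were left out. Probes were named by matching their accession, without version, to the RefSeq annotation of GRCh38.p14. The array design refers to an earlier build, so no coordinates are given. A gene can have further probes that were not matched to it. The ratios of retained probes were averaged per gene, and a gene was counted as changed past 1.5-fold, since the smallest change in Table 1 is 0.59 on the log2 scale. With 1 array per condition no test between conditions was made. Spot error is the SD between spots of probes spotted 10 times, as the median within ranges of intensity. The counting of changed genes was tested on simulated arrays with 200 genes changed in MG over non-MG cells with vehicle, among 18919, and 200 were recovered. The 200 genes were drawn from those with a probe at a log2 intensity of 5 or more. Each was changed by at least 2-fold, well past the 1.5-fold threshold. The recovery therefore says nothing about dim genes or smaller changes.

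Gene lists (epithelial, mesenchymal, interferon response, p53 targets, proliferation and cancer-testis genes) were drawn up before the data were examined. The histone and DNA replication lists were added afterwards. The median log2 ratio of each list is given with its percentile among 10000 random lists of the same size and mean expression. The genes named are taken from those that the paper names from these arrays and from the 5 with the largest rise and the 5 with the largest fall in each comparison among genes well above background on all 4 arrays, where they have a gene name. Any others were chosen after their values were seen.

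The alternatives set before the data were examined were normexp background correction with an offset of 50, quantile normalization, median centring, no filter, the percentile filter alone, probes well above background on all 4 arrays, signals raised to the detection limit, the brightest probe of a gene, probes in place of genes, the authors' values, and thresholds of 2-fold and 1.4-fold. The files used hold no mean spot intensity, so normexp was run on the median spot intensity. Counting a gene by any of its probes and taking the probe with the lowest ratio between the cell types were added after the data were seen. A block for the slide was not fitted, because there is 1 slide. R 4.3.3 with limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.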

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

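The tests of signals near background for genes that moved in opposite directions and for genes raised in both cell types, and those of slide position, were chosen after the result was seen, and the test of signals near background on cancer-testis genes was set before its result was seen.

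5-azacytidine moved some genes in opposite directions in the 2 cell types. It raised 116 genes past 1.5-fold in the MG cells that it lowered past 1.5-fold in the non-MG cells, and it lowered 155 genes in the MG cells that it raised in the non-MG cells. With 1 array per condition the difference between the cell types was not tested. Of these 271 genes, 8 were well above background on all 4 arrays, where independent lists would share 13.0. A candidate explanation is therefore noise of signals near background. An effect of 5-azacytidine that differs between the cell types was not excluded for single genes.

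For the non-MG cells the text of the paper gives no count of genes changed by 5-azacytidine on the arrays. Here, 1137 genes were raised and 867 lowered past 1.5-fold. Of the raised genes, 544 were also raised in the MG cells, where independent lists would share 86.7, and the 2 comparisons have no array in common. Among genes well above background on all 4 arrays the shared genes were 121, which is 14.8 times the number in independent lists, so signals near background are not the whole cause. Both arrays with 5-azacytidine lay in one column of the slide and both with vehicle in another. Other probes of a gene lie elsewhere on the array, and a position effect would not raise them. Of 28 other probes of 25 genes with a probe raised in both cell types, all well above background on all 4 arrays, 7 were raised in both as well, against at most 4 in random sets of probes of the same expression, so slide position is not the whole cause. For genes with 1 probe it was not tested. An effect of 5-azacytidine common to both cell types is a hypothesis.

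The cancer-testis genes, a list of genes that are methylated in most tissues, rose with 5-azacytidine in the non-MG cells by a median log2 ratio of 1.71 over 13 retained genes, and in the MG cells by 1.96. Both medians lay at percentile 100 of random lists. The median between MG and non-MG cells with vehicle was 0.25. With signals raised to the detection limit the medians were 1.24 in the non-MG cells and 1.47 in the MG cells, so signals near background are not the whole cause. Of 31 listed genes 13 were retained. A gene silent with vehicle is retained only if 5-azacytidine brings it above background, so the medians favour genes that rose. The 6 genes well above background on all 4 arrays had log2 ratios from 0.06 to 1.48 in the non-MG cells and from -0.05 to 3.25 in the MG cells. Of these, MAGEA4, PAGE2 and TUBA3C were raised past 1.5-fold in both cell types, and MAGEA6, MAGEA12 and MAGEB2 were within 1.5-fold in both. Random lists of the same expression lie on the same arrays and did not rise, with both list medians at percentile 100. A position effect that moves all genes of the same expression alike is therefore not the whole cause. A position effect on some probes only was not excluded, since slide column and treatment coincide. A response of both cell types to the drug is a hypothesis.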

How the results depend on the processing

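The probe with the lowest ratio and the count by any probe were chosen after seeing the data. The direction of all ratios of ZNF350, CDH1, SNAI1, ZEB1 and VIM between the cell types, and of ZNF350 with 5-azacytidine, held under all alternatives that gave a value. ZNF350 had no value with probes well above background on all 4 arrays. Under quantile normalization, the authors' values, probes in place of genes, a 1.4-fold threshold and counting by any probe, every count of genes stayed within 1.5 times its main value. The log2 ratios of the 5 genes moved by less than the spot error under quantile normalization and with the authors' values.

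With normexp correction, 488 genes were higher and 340 lower in the MG cells, 5-azacytidine raised 245 and lowered 76 in the MG cells and raised 100 and lowered 77 in the non-MG cells, 35 were lower in the MG cells and raised by 5-azacytidine, 113 were lower with both treatments, and 1 gene of Table 1 passed both thresholds. The ratios were -0.55 for CDH1, -0.22 for SNAI1, 0.27 for ZEB1, 0.88 for VIM, and -0.81 and 0.33 for ZNF350 between the cell types and with 5-azacytidine. The offset of 50 that this setting adds is not far below the 75th percentile of intensity, 75.2 to 98.7, which by construction shrinks the ratios of dim genes.

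With no filter, 40909 genes were left, 3425 higher and 6436 lower in the MG cells, 4180 raised and 3727 lowered by 5-azacytidine in the MG cells, 4502 raised and 3426 lowered in the non-MG cells, 1746 lower and raised, and 2343 lower with both treatments. With the percentile filter alone these counts were 31678, 2676, 5473, 3530, 2974, 3586, 2688, 1667 and 2190 in the same order. Both keep probes that are not well above background on any array. With probes well above background on all 4 arrays, 892 genes were higher and 1295 lower, 474 raised and 330 lowered in the MG cells, 298 raised and 264 lowered in the non-MG cells, 153 lower and raised, 598 lower with both treatments, and 7 genes of Table 1 passed. This setting tests fewer genes and leaves out genes that are silent in 1 condition. There ZEB1 had a ratio of 1.31.

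With signals raised to the detection limit, 640 genes were lowered by 5-azacytidine in the MG cells, 688 were raised and 409 lowered in the non-MG cells, 210 were lower and raised, and 12 genes of Table 1 passed. ZNF350 had ratios of -1.64 between the cell types and 0.43 with 5-azacytidine. LRMP (now IRAG2), LTB, OAS1 and OTP, whose ratios between the cell types were -1.40, -1.34, -1.91 and -0.77 as computed from signals not well above background, had 0.011 each under this setting, since both arrays with vehicle were raised to their limits.

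Median centring gave 2985 genes higher and 1449 lower in the MG cells and 488 lower with both treatments. It set the median ratio of all genes between the cell types at 0.17 with vehicle and 0.25 with 5-azacytidine, from -0.03 and -0.01, so the share of higher genes among changed genes was 67.3% with vehicle, from 39.5%, and 76.9% with 5-azacytidine, from 41.2%. For 5-azacytidine in the non-MG cells the share was 42.3%, from 56.7%. With normexp correction the shares were 58.9% and 78.7% between the cell types and 76.3% for 5-azacytidine in the MG cells, from 54.5%. CDH1, SNAI1 and VIM had ratios of -0.47, -0.18 and 1.59 under median centring. The balance of higher and lower genes therefore depends on the scaling. Median centring aligns the arrays on the median of all probes, at intensities from 6.90 to 7.47. On each array this lies under the lowest signal well above background, so signals near background set the shift of the retained genes. The cause of the shift with normexp correction was not tested.

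At 2-fold, 553 genes were higher and 815 lower, 805 raised and 511 lowered in the MG cells, 560 raised and 268 lowered in the non-MG cells, 213 lower and raised, 254 lower with both treatments, and 10 genes of Table 1 passed. The brightest probe of ZEB1 had a ratio of 1.31 and its lowest probe 0.79. BCL2 with 5-azacytidine in the MG cells had a ratio of 0.65 as a mean, and of -0.29 with the brightest probe, with the probe of the lowest ratio and with probes well above background on all 4 arrays, since its 2 probes differ. Among the other single genes and list medians, 1128 values stayed the same, 231 moved and 7 past 1.5-fold changed sign, all 7 named here. Ratios within 1.5-fold that changed sign are counted with the others.

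No paired analysis was made. The cell types could be paired within treatment, but with 1 array per condition the error would be the difference in treatment effect between them. With 1 array per condition no replicate could be left out in turn, and other splits of the samples were not made. A block for the slide was not run, because all arrays lie on 1 slide. Signal over background limits all of these counts, since 930 of 5409 unchanged genes with log2 intensities below 5 passed 1.5-fold in simulated arrays.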

Differences from the paper's values

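The probe with the lowest ratio between the cell types was chosen only after the result was seen. None of the paper's counts of genes and probes differed from the counts here by more than 1.5 times. Of 68 ratios in Table 1 that could be set beside the values here, on the same log2 scale, 15 of 8 genes differed by more than the spot error.

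For CCDC149 the paper's ratios are -0.88 between the cell types and 0.67 for 5-azacytidine, and the means over probes here were -0.37 and -0.060. For CCNG2 the paper's ratios are -1.05 and 0.94, and here they were -0.73 and 0.053. For EFHD1 the paper's ratios are -1.61 and 2.63, and here -0.83 and 2.09 as computed, with neither array with vehicle well above background. For KIAA1217 the paper's ratios are -2.12 and 1.68, and here -1.41 and 0.93. None of the alternatives set before the data were examined brought these 4 genes within the spot error. For CLCN5 the paper's ratios are -0.97 and 0.59, and here -0.63 and 0.34. For PAX6 the paper's ratios are -0.72 and 1.18, and here -0.23 and 0.81. With the brightest probe, set before the data were examined, CLCN5 and PAX6 no longer differed, and under the other alternatives they did. With the probe of the lowest ratio between the cell types, chosen after seeing the values, none of these 6 genes differed.

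For MAD2L2 the paper's ratios are -1.08 between the cell types and 0.75 for 5-azacytidine, and here, by 1 matched probe, -0.11 and -0.026. For C2orf73 (now CIMIP6) the paper's ratio for 5-azacytidine is 1.37, and here it was 0.21 as computed, with neither array of MG cells well above background. No alternative that was run reached the paper's values for MAD2L2 and C2orf73. Other probes of these genes that were not matched by their accession were not analysed here.

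The paper states that CDH1 was unchanged in the MG cells on the arrays, and here its log2 ratio was -0.66. With normexp correction and with median centring it was within 1.5-fold, at -0.55 and -0.47. The paper states that TWIST1, IGF2, LOXL2 and FOXO3 were up-regulated, and Figure 2A shows CTGF and VTN in the same color. Here the ratios of TWIST1, IGF2, LOXL2, FOXO3 and CTGF (now CCN2) were -0.30, -0.04, -0.25, -0.59 and 0.22, and VTN was at least 1.26-fold lower. This bound for VTN is close to the spot error. The paper states that HOXA7 was down-regulated, and Figure 2A shows MGAT5 and MARK1 as down-regulated. Here HOXA7 and MGAT5 had ratios of 0.29 and 0.10. No alternative placed TWIST1, IGF2, LOXL2, FOXO3, CTGF, VTN, HOXA7 or MGAT5 past 1.5-fold in the direction of the paper. MSX2 and MARK1, named or shown as changed, were not well above background on any array, so no direction is given for them.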

Other observations

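Tests chosen only after the result was seen are those that use the lists sharing an array, the genes well above background on all 4 arrays, the scaling and slide position for proliferation genes, and the columns of deviating spots. The simulated overlaps, the DNA replication genes and the neighbouring spots were set before their results were seen.

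The 577 genes lower in the MG cells and raised by 5-azacytidine exceed the 182 of independent lists. Spot noise alone, with no change, gave a median of 165.5 shared genes and at most 195, so spot noise without any change is not the whole cause. Its lists were smaller than those observed, with medians of 453.5 lower and 451.5 raised genes. Spot noise added to differences between the cell types and treatments was not simulated. Noise between arrays as large as the whole spread of the difference in treatment effect between the cell types gave a median of 374 and at most 417, with no change simulated. The highest count is less than 1.5-fold under the observed one, so noise of this size is not excluded as a cause of the overlap. Alone it gave at most 905 higher, 895 lower and 876 raised genes and 227 lower with both treatments, against 1558, 2387, 1442 and 1093, so it is not the cause of the lists as a whole. The next simulation was added after these 2 were seen. The same noise added to the additive part of the 4 arrays, in which 5-azacytidine changes each gene alike in both cell types, gave a median of 551 and a range of 498 to 596, which includes 577. Its other counts missed those observed. It gave 1381 to 1497 genes lower with both treatments against 1093, 1795 to 1975 higher genes against 1558, 2465 to 2641 lower genes against 2387, and 1475 to 1578 raised genes against 1442, and its independent lists would share a median of 206 against 182. It therefore decides nothing. Lists that share the other vehicle array show the excess as well. Genes higher in the MG cells and raised in the non-MG cells were 4.05 times those of independent lists, compared with 3.17 times for the 577. Signals near background are not the whole cause, since among genes well above background on all 4 arrays the ratio was 4.01. A deviation of the shared array sample remains a candidate cause beside a response to demethylation in the MG cells, and the overlap does not say which of the 577 genes respond to demethylation.

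For ZNF350, the log2 ratio of MG cells with 5-azacytidine over non-MG cells with vehicle was -1.21, with both arrays well above background. The paper's statement that its mRNA recovered completely rests on qPCR, which was not analysed here. SNAI2, which the paper states was higher in the MG cells, was not well above background on any array. MMP9 and TRIM28 (KAP1) had log2 ratios of MG over non-MG cells with vehicle of -0.51 and 0.13. GAPDH, the reference gene of the paper's qPCR, was chosen after its values were seen. Its log2 ratio was -0.31 (spot error 0.07), and it was -0.25 with normexp correction, -0.26 with quantile normalization and -0.12 with median centring.

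Proliferation genes were higher in the MG cells than in the non-MG cells. All 30 genes of the list had a ratio above 0 with vehicle, with a median log2 ratio of 0.46, and all 30 with 5-azacytidine, with a median of 0.46. The median with vehicle was at percentile 100 of random lists of the same expression, which a different scaling between arrays would move alike, so scaling is not the whole cause. With median centring it was 0.65. With 5-azacytidine it was at percentile 100 as well, and the random lists lie on the same arrays. A position effect that moves all genes of the same expression alike is therefore not the whole cause. A position effect on some probes only was not excluded, since slide row and cell type coincide. The paper reports no difference in growth rate (Figure 1C). A different share of cycling cells at the time of harvest is a hypothesis that was not tested.

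Histone genes, chosen after their values were seen, had a median log2 ratio of MG over non-MG cells of 0.67 with vehicle over 64 genes, and of 0.13 with 5-azacytidine. The difference of the 2 ratios had a median of 0.55. If a larger share of S-phase cells in the MG culture with vehicle were the cause, genes of DNA replication should shift as well. Over 34 such genes the same difference had a median of 0.19, at percentile 100 of random lists, with 0 of them above 1.5-fold. This goes in the direction of the hypothesis and stays short of the size set for it, so it remains undecided.

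DNAJA1 and USP13 had the largest falls with 5-azacytidine in the non-MG cells, with log2 ratios of -6.26 and -2.39, and were low on that array alone. A defect of that array wider than the spot would lower the spots around them. The median deviation of the 52 spots around DNAJA1 from the other arrays was -0.14, at percentile 7.25 of 2000 random places, and that of the 71 spots around USP13 was -0.086, at percentile 32.4. C3orf33 and MRPL20-AS1, chosen after their values were seen, were high on the array of MG cells with 5-azacytidine alone, with log2 ratios over vehicle of 3.45 and 2.09. The spots around them deviated by medians of -0.055 and -0.056, at percentiles 5.45 and 6.25, opposite to the spots themselves. These medians show no shift of most spots around, and they would miss a defect that hits only some spots.

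On the 2 arrays of MG cells the strongly deviating spots lie near each other. Among probes with 1 spot that were well above background on all 4 arrays, a spot was taken as deviating where it differed by at least 2 on the log2 scale from the mean of the other arrays, and these from each other by less than 1. On the array of MG cells with 5-azacytidine there were 7, all in columns 3 to 16 of 164, with a mean distance of 4.86 columns, at percentile 0 of 10000 random sets. C3orf33, MRPL20-AS1 and TXLNG are among them. On the array of MG cells with vehicle there were 5, in columns 111 to 131, with a mean distance of 10.2 columns, at percentile 0.09, and VASN and SNORA70F are among them. On the array of non-MG cells with 5-azacytidine there were 2, DNAJA1 and USP13, in columns 162 and 163, a distance of 1 column, at percentile 1.89, and on the array of non-MG cells with vehicle 2 at a distance of 46 columns, at percentile 48.5. On both arrays 2 spots are too few to decide. With deviations of at least 1.5 and of at least 1, and the other arrays still within 1, the percentiles were 0.75 and 87.7 for MG cells with 5-azacytidine, 0 and 0 for MG cells with vehicle, 6.23 and 74.4 for non-MG cells with 5-azacytidine, and 84.3 and 33.5 for non-MG cells with vehicle. With the other arrays within 0.75 and 0.5 they were 0.02 and 0.63, 0.01 and 0, 15.3 and 75.4, and 1.75 and 71.4 in the same order. For MG cells with 5-azacytidine the nearness of the smaller deviations thus depends on this limit. Defects of single spots in a region of the array are thus a candidate cause for the large ratios of these genes on the 2 arrays of MG cells. For DNAJA1 and USP13 the cause stays open. With deviations of at least 1 on the array of MG cells with vehicle there were 86 spots, 74 of them lower, with a mean distance of 36.3 columns against 54.5 for random sets. Genes with such low spots can be lower in the MG cells and raised by 5-azacytidine, so this could add to the 577 genes. The share of a change in the cells was not tested.

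VIM rose with 5-azacytidine by a log2 ratio of 3.49 in the MG cells and of 1.28 in the non-MG cells. H19 rose by 2.73 and 4.13. Lists of p53 targets and interferon response genes gave medians of 0.36 and 0.13 for 5-azacytidine in the MG cells, at percentiles 100 and 99.9, and of 0.17 and -0.17 in the non-MG cells, at percentiles 100.0 and 0.59. The difference between the cell types was not tested. The DNA replication list had a median of 0.70 between the cell types with vehicle.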
